# Qingda Granule Attenuates Angiotensin II-Induced Renal Apoptosis and Activation of the p53 Pathway

**DOI:** 10.3389/fphar.2021.770863

**Published:** 2022-02-10

**Authors:** Linzi Long, Xiuli Zhang, Ying Wen, Jiapeng Li, Lihui Wei, Ying Cheng, Huixin Liu, Jianfeng Chu, Yi Fang, Qiurong Xie, Aling Shen, Jun Peng

**Keywords:** Qingda granule, hypertension, renal injury, Ang II, p53 pathway

## Abstract

**Background:** Qingda granules (QDG) exhibit antihypertension and multiple-target-organ protection. However, the therapeutic potential of QDG on hypertensive renal injury remains unknown. Therefore, the main objective of the current study is to explore the effects and underlying mechanisms of QDG treatment on renal injury in angiotensin (Ang) II-infused mice.

**Methods and results:** Mice were infused with Ang II (500 ng/kg/min) or saline for 4 weeks with subcutaneously implanted osmotic pumps. After infusion, mice in the Ang II + QDG group were intragastrically administrated with QDG daily (1.145 g/kg/day), whereas the control group and Ang II group were intragastrically administrated with the same amount of double-distilled water. Blood pressure of the mice monitored using the CODA™ noninvasive blood pressure system revealed that QDG treatment significantly attenuated elevated blood pressure. Moreover, hematoxylin–eosin staining indicated that QDG treatment ameliorated Ang II-induced renal morphological changes, including glomerular sclerosis and atrophy, epithelial cell atrophy, and tubular dilatation. RNA-sequencing (RNA-seq) identified 662 differentially expressed transcripts (DETs) in renal tissues of Ang II-infused mice, which were reversed after QDG treatment. Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis based on DETs in both comparisons of Ang II vs. Control and Ang II + QDG vs. Ang II identified multiple enriched pathways, including apoptosis and p53 pathways. Consistently, terminal deoxynucleotidyl transferase (TdT) dUTP nick-end labeling (TUNEL) staining and Annexin V staining revealed that QDG treatment significantly attenuated Ang II-induced cell apoptosis in renal tissues and cultured renal tubular epithelial cell lines (NRK-52E). Furthermore, western blot analysis indicated that Ang II infusion significantly upregulated the protein expression of p53, BCL2-associated X (BAX), cle-caspase-9, and cle-caspase-3, while downregulating the protein expression of BCL-2 in renal tissues, which were attenuated after QDG treatment.

**Conclusion:** Collectively, QDG treatment significantly attenuated hypertensive renal injury, partially by attenuating renal apoptosis and suppressing p53 pathways, which might be the underlying mechanisms.

## Introduction

Hypertension is a worldwide health problem with high cardiovascular morbidity and mortality (Aroner et al., 2016). It is reported that 23.2% (estimated 244.5 million) of the Chinese adult population aged ≥18 years had hypertension, and another 41.3% (estimated 435.3 million) had prehypertension according to the Chinese guideline (Wang Z. et al., 2018). Long term hypertension leads to adverse health effects, mainly by accelerating the damage of target organs, including the kidney (Du et al., 2021). The kidney plays an essential role in maintaining renal function and blood pressure and contributes to the development of hypertension, as well as being recognized as one of the primary target organs of hypertension (Ruiz-Hurtado and Ruilope, 2018). Moreover, most current therapeutic strategies still fail to prevent the development and progression of hypertensive renal damage, leading to a large number of hypertensive patients still ultimately suffering from end-stage renal disease (ESRD) (Dong et al., 2021). Therefore, it is urgent to explore novel therapeutic strategies to prevent hypertensive renal damage.

Hypertension is an independent risk factor for chronic kidney disease (CKD). Long term hypertension leads to renal damage, including tubular interstitial fibrosis, vascular sclerosis, and glomerular sclerosis (Johnson and Dipietro, 2013). Multiple contributors, including activation of the renin–angiotensin–aldosterone system (RAAS), inflammation, oxidative stress, endoplasmic reticulum stress, apoptosis, and mitochondrial dysfunction, had been reported to play an essential role in hypertensive renal damage (Linkermann et al., 2014; Padda et al., 2015; Gai et al., 2016; Miloradović et al., 2016). Among them, abnormal activation of the RAAS is an essential cascade mediating a wide variety of physiological and pathophysiological events in kidney diseases (Benigni et al., 2001; Suzuki et al., 2007; Zhou and Liu, 2016).

The “classical” RAAS pathway involves the conversion of angiotensin I (Ang I) to angiotensin II (Ang II) by the angiotensin-converting enzyme (ACE). Then, Ang II interacted with Ang II type 1 (AT1) receptors, resulting in vasoconstriction, aldosterone and vasopressin release, salt and water retention, sympathetic activation, increased oxidative stress, sodium reabsorption, cell proliferation, and vascular hypertrophy (Yanes et al., 2006; Sullivan et al., 2010). Therefore, inhibition of RAAS is an essential strategy for antihypertension. However, currently used antihypertension medicines targeting RAAS failed to prevent Ang II-induced renal damage (Toto, 2006). Therefore, there is an urgent need to further explore novel strategies for antihypertension and prevention of hypertensive renal injury. Moreover, recent studies have revealed that Ang II stimulation significantly induced renal cell apoptosis *in vitro* and *in vivo*, suggesting the importance of preventing or attenuating hypertension-induced renal cell apoptosis (Ning et al., 2011).

Although antihypertensive medicines have made considerable progress, the existing antihypertensive medicines have a ceiling effect (Ferdinand et al., 2020). Therefore, complementary therapies to prevent hypertension-induced renal injury are urgently needed. As a Chinese medicine formula, the Qingxuan Jiang Ya Decoction (QXJYD), prescribed by academician Keji Chen of China, has been used to treat hypertension for decades and exhibits antihypertension and target organ (including vascular and kidney) protection (Xiao et al., 2016; Liu et al., 2017; He et al., 2020). Qingda granule (QDG) was simplified from QXJYD and consisted of *Gastrodia elata* Blume (Tianma), *Uncaria rhynchophylla* (Miz.) Miz. ex Havil. (Gouteng), *Scutellaria baicalensis* Georgi (Huangqin), and *Nelumbo nucifera* Gaertn (Lianzixin) in a ratio of 12:10:6:5.

Our previous studies demonstrated that QDG treatment significantly attenuated the elevation of blood pressure in both SHR- and Ang II-infused mice, promoted vasorelaxation of the thoracic aortic rings, inhibited cell proliferation of vascular smooth muscle cells, and suppressed the activation of multiple signaling pathways (including MAPK, AKT, Ca^2+^/ERK, etc.) (Huang et al., 2019; Yu et al., 2020; Wu et al., 2021). Moreover, QDG treatment significantly alleviated cardiac inflammation, hypertrophy, apoptosis, and fibrosis and suppressed the activation of NF-κB, ROS/PI3K/AKT, and TGF-β1/Smad2/3 pathways (Cheng et al., 2021; Wu et al., 2020; Chen et al., 2021). In addition, QDG treatment also exhibited neuroprotective effects in both ischemic stroke mice and Ang II-infused mice with brain nerve injury (Zhang et al., 2020; Zhang et al., 2021).

However, the potential role of QDG on hypertensive renal injury remained to be further explored. Therefore, the purpose of the current study was to investigate the renal protection of QDG treatment in Ang II-infused mice or stimulated renal tubular epithelial cells, as well as to further explore its underlying mechanisms by performing multiple biological technologies. These findings may offer a new therapeutic strategy for treating hypertensive renal injury.

## Materials and Methods

### Materials

Ang II was purchased from Abcam (Cambridge, United Kingdom). Isoflurane was obtained from Ruiwode Life Technology Co., Ltd. (Shenzhen, Guangdong, China). Hematoxylin and eosin were purchased from Solarbio Technology Co., Ltd., (Beijing, China). terminal deoxynucleotidyl transferase (TdT) dUTP nick-end labeling (TUNEL) Apoptosis Detection Kit I POD was purchased from Boster Biological Technology Co., Ltd. (Wuhan, Hubei, China). Annexin V-AbFluor™ 647 Apoptosis Detection Kit (cat. no. KTA0004), Cell Counting Kit-8 (CCK8), and antibodies against glyceraldehyde-3-phosphate dehydrogenase (GAPDH) (cat. no. Abp57259) were obtained from Abbkine (Wuhan, Hubei, China). Radioimmunoprecipitation assay (RIPA) lysis buffer, primary antibody dilution buffer, and secondary antibody dilution buffer were supplied by Beyotime Biotechnology (Shanghai, China). Polyvinylidene fluoride (PVDF) membranes were obtained from Millipore (Billerica, MA, United States). Antibodies against Bcl-2 (cat. no. 12789-1-AP) and p53 (cat. no. 10442-1-AP) were purchased from ProteinTech (Rosemont, IL, United States). Antibodies against BAX (cat. no. 2772), caspase-3 (cat. no. 9662), and caspase-9 (cat. no. 9508) and secondary antibodies anti-mouse (cat. no. 7076) and anti-rabbit (cat. no. 7074) were purchased from Cell Signaling Technology (Danvers, MA, United States). Fetal bovine serum (FBS), Dulbecco’s modified Eagle’s medium (DMEM), trypsin-EDTA, and bicinchoninic acid (BCA) protein assay reagent kit were supplied by Thermo Fisher Scientific (Waltham, MA, United States).

### Preparation of QDG

QDG is composed of four herbs: *G. elata* Blume (Tianma), *U. rhynchophylla* (Miz.) Miz. ex Havil. (Gouteng), *S. baicalensis* Georgi (Huang Qin), and *N. nucifera* Gaertn (Lianzixin) in a ratio of 12:10:6:5. QDG was extracted and supplied by Tianjiang Pharmaceutical Co., Ltd. (Jiangsu, China).

For the animal experiment, QDG was prepared as in our previous studies. The concentrations of QDG were selected based on our previous study (Cheng et al., 2021). Briefly, QDG power was dissolved in double-distilled water (dd H_2_O) to the indicated concentration immediately before use. For cell culture experiments, the stocking solution of QDG was prepared in serum-free medium to 100 mg/ml and was prepared with completed medium to indicated concentrations of QDG before use.

### Animals and Experimental Protocols

Male C57BL/6 mice (28 ± 1 g, 8 weeks) were purchased from SLAC Laboratory Animal Technology Co., Ltd. (Shanghai, China). All mice were raised under specific pathogen-free conditions, with controlled humidity (50%–60%) and temperature (23 ± 1°C), 12 h of light/dark cycle, and free access to food and water. After 1 week of adaptation, the mice were randomly divided into three groups (*n* = 5 each): Control, Ang II, and Ang II + QDG groups. Mice in the Ang II or Ang II + QDG group were infused with Ang II (500 ng/kg/min), while mice in the Control group were infused with saline for 4 weeks by subcutaneously implanting micro osmotic pumps. Mice in the Ang II + QDG group were intragastrically administrated with QDG daily (1.145 g/kg/day; 200 μl for each mouse), whereas mice in both Control and Ang II groups were intragastrically administrated with equal volumes of dd H_2_O for 4 weeks. The animal experimental protocols of this study were approved by the Animal Care and Use Committee of Fujian University of Traditional Chinese Medicine and were carried out in accordance with the National Institutes of Health Guidelines for the Care and Use of Laboratory Animals.

### Blood Pressure Measurement

The blood pressure, including systolic blood pressure (SBP), diastolic blood pressure (DBP), and mean arterial pressure (MAP), was measured prior to the experiment and once a week for 4 weeks by using the tail-cuff plethysmograph method with the CODA™ noninvasive blood pressure system (Kent Scientific, Torrington, CT, United States).

### Histological Analysis

Hematoxylin–eosin (HE) staining was performed to evaluate the morphological changes of renal tissues from each group. Briefly, renal tissues were fixed with 4% paraformaldehyde solution for 48 h, then embedded in paraffin, cut into 4 µm sections, and stained with hematoxylin for 1 min and eosin for 2 s. Then, the sections were visualized under an optical microscope (Leica, Wetzlar, Germany) at a magnification of ×400.

### RNA Sequencing (RNA-seq)

The renal tissues were stored in RNA later (Takara, Beijing, China) at room temperature for 1 h and moved to −20°C for long-time storage. Total RNA was extracted by a TRIzol reagent (Thermo Fisher Scientific, Waltham, MA, United States) according to the manufacturer’s protocol. The concentration and quality of total RNA were measured by both Qubit 3.0 and Agilent 2100 Bioanalyzer. RNA samples with a RIN value of 7 or higher were used for further experiments.

RNA-seq was performed at Capital Bio Technology (Beijing, China). In brief, rRNA was removed from total RNA by a NEB Next rRNA Depletion Kit (NEB, Ipswich, MA, United States) according to the instructions. rRNA-depleted total RNA was fragmented, and the poly(A)-tailed mRNA molecules was generated by a NEB Next Ploy(A) mRNA Magnetic Isolation Module Kit (NEB, Ipswich, MA, United States) according to the manufacturer’s instructions. Moreover, the final libraries were quantified on an Agilent 2100 Bioanalyzer using a KAPA Library Quantification Kit (KAPA Biosystem, Wilmington, MA, United States) and subjected to paired-end sequencing on an Illumina HiSeq sequencer (Illumina, San Diego, CA, United States).

The raw data were processed as described previously (Wu et al., 2021). The selected genes were further analyzed in the context of the information obtained from the database of Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG).

### Cell Culture and QDG Treatment

The renal tubular epithelial cell line NRK-52E was purchased from BeNa (Beijing, China) and cultured in DMEM containing 10% FBS, 100 units/ml penicillin, and 100 mg/ml streptomycin. The cell lines were cultured in a humid environment at 37°C and 5% CO_2_. The NRK-52E cells were cultured in six-well plates at a density of 0.8 × 10^5^ cells per well. After being cultured for 24 h, NRK-52E cells were incubated in minimum medium (0.5% FBS) for around 8 h and were divided into three groups: Control group, Ang II group, and Ang II + QDG group. Then, cells in Ang II and Ang II + QDG groups were incubated with Ang II (1 μM), followed by treatment with QDG (25 and 50 μg/ml) in the Ang II + QDG group for 48 h.

### TUNEL Staining

To assess cell apoptosis in renal tissues from each group, renal tissues were fixed in 4% paraformaldehyde, embedded in paraffin, sectioned at 4 μm, and stained using a TUNEL kit according to the manufacturer’s instructions. The specific experimental procedures for TUNEL assay were performed as previously described (Cheng et al., 2021). Slides were visualized under an optical microscope (Leica, Wetzlar, Germany) at a magnification of ×400, and five fields of view were randomly selected for each slide. Positively stained cells in each field were determined using ImageJ software.

For NRK-52E cells with or without Ang II stimulation and QDG treatment, the cells were fixed in 4% paraformaldehyde and incubated for 30 min at room temperature. The next step was the same as described above. Cells with a dark-brown nucleus were defined as apoptotic cells, while cells without or with a light-brown nucleus were defined as normal (non-apoptotic cells). The percentage of apoptotic cells was calculated as the ratio of the number of TUNEL-positive cells to the total number of cells examined.

### Cell Viability Analysis

The cell viability of NRK-52E cells was determined by CCK8. Briefly, the cells were seeded into 96-well plates (2 × 10^3^ per well) containing complete culture medium and cultured at 37°C in 5% CO_2_ overnight. The indicated concentrations of QDG were added to each well for 48 h. At the end of treatment, a CCK8 reagent (10 µl per well) was added to each well and incubated at 37°C for 2 h in the dark. The absorbance was determined by an enzyme-labeling instrument (Multiskan FC, Thermo Fisher Scientific) at 450 nm wavelength. The cell viability of untreated cells was set as 100%.

### Annexin V Staining

To provide a comparative assay of apoptosis by Annexin V staining, the NRK-52E cells were seeded into six-well plates at a density of 0.8 × 10^5^ cells per well. After being cultured for 24 h, NRK-52E cells were cultured in serum-free DMEM for 12 h and then were stimulated with Ang II (1 μM) and treated with or without QDG (25 μg/ml or 50 μg/ml) in 0.5% of minimum medium (0.5% FBS) for a total of 24 h. At the end of treatment, cells were harvested and stained with Annexin V and propidium iodide (PI) according to the manufacturer’s protocol. Cell apoptosis was detected and quantified by FACS (fluorescence-activated cell sorting) analysis.

### Western Blot Analysis

The cell lysis buffer with protease inhibitor and PMSF was added to the renal tissues, which were then ground with a low-temperature grinder, applied on ice for 30 min, and centrifuged at 4°C and 14,000 *g* for 15 min. The protein concentration was quantified by BCA assay. A total of 50 μg protein from each sample was separated on 10% SDS-PAGE gel, transferred to PVDF membranes, and blocked with 0.5% bovine serum albumin for 2 h followed by incubation with the primary antibodies (overnight at 4°C), including rabbit anti-BAX (1:1,000), rabbit anti-BCL2 (1:1,000), rabbit anti-p53 (1:1,000), rabbit anti-cle-caspase-3 (1:1,000), rabbit anti-GAPDH (1:5,000), and mouse anti-cle-caspase-9 (1:1,000). Then, the membrane was washed with TBST and then incubated with secondary antibody at room temperature for 1 h. At the end of incubation, the membranes were washed with TBST, and then detection was performed using an electrochemiluminescence (ECL) kit. The expression of GAPDH protein was used as an internal control. The protein levels were analyzed with ImageJ software.

### Statistical Analysis

The data were presented as mean ± SD. All statistical analyses were performed using the SPSS software (Version 22.0) for Windows (SPSS, Inc., Chicago, IL, United States). One-way analysis of variance was used to compare differences among three groups, when conforming to a normal distribution. The nonparametric Kruskal–Wallis test was used to compare differences among the three groups when not consistent with the normal distribution. A *p*-value <0.05 was considered as statistically significant.

## Results

### QDG Attenuates Ang II-Induced Elevation of Blood Pressure and Renal Injury

The effect of QDG on hypertension-induced renal injury was assessed using Ang II-infused mice. Consistent with our previous studies (Na et al.; Zhang et al., 2020; Cheng et al., 2021; Wu et al., 2021), Ang II infusion significantly increased the blood pressure, including SBP (Figure 1A; *p < 0.05, vs. the Control group), DBP (Figure 1B; *p < 0.05, vs. the Control group), and MAP (Figure 1C; *p < 0.05, vs. the Control group) of mice, which were attenuated after QDG treatment. Moreover, HE staining revealed significant renal pathological changes, including glomerular sclerosis and atrophy, epithelial cell atrophy, and tubular dilatation, which were alleviated after QDG treatment (Figure 1D). These results suggest that QDG treatment might relieve Ang II-induced hypertension and renal injury in Ang II-infused mice.

**FIGURE 1:**
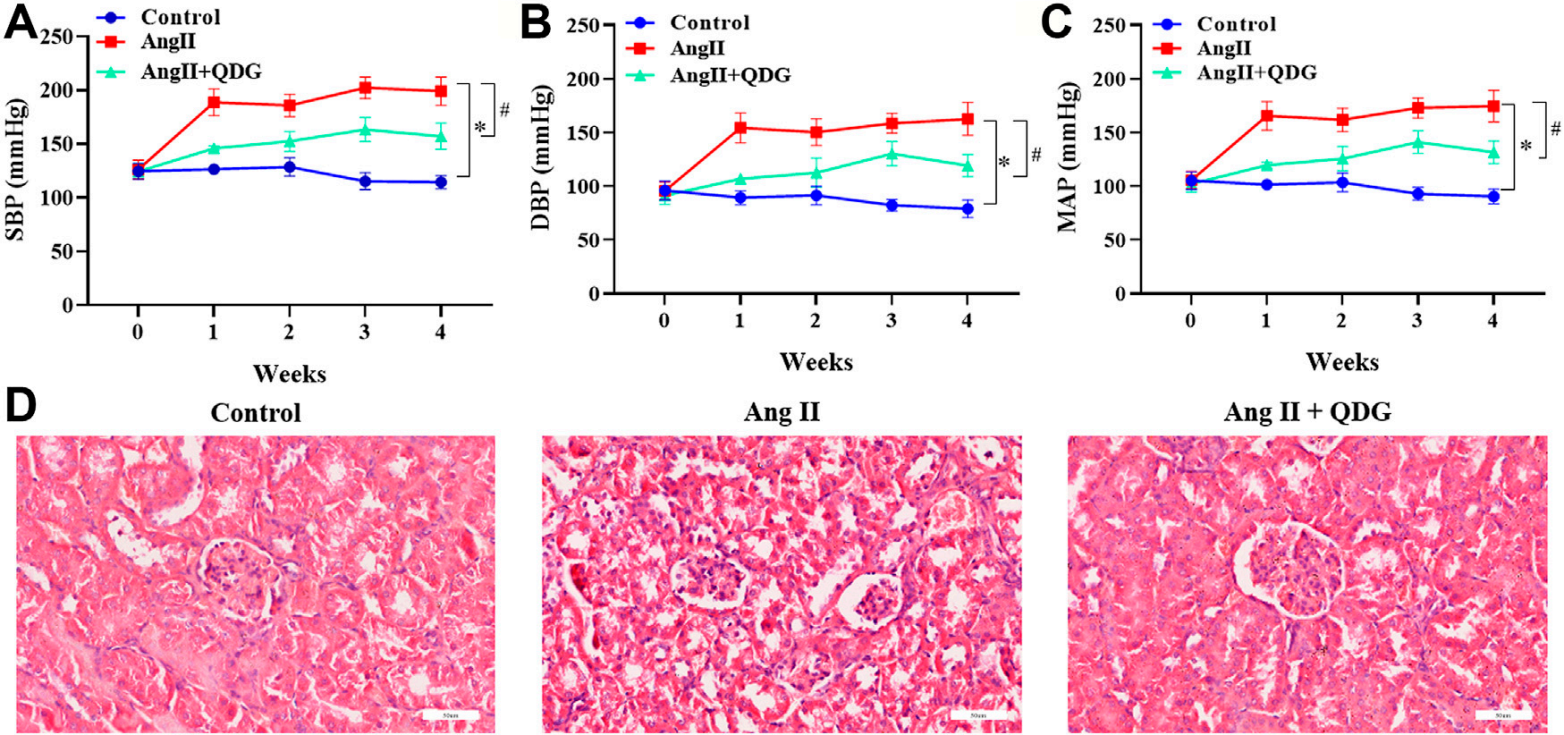
QDG attenuates Ang II-induced elevation of blood pressure and renal injury. **(A)** SBP, **(B)** DBP, and **(C)** MAP of mice from each group were monitored prior to the experiment and once a week for 4 weeks by using the CODA™ noninvasive blood pressure system. **(D)** HE staining was performed to determine the pathological changes of renal tissues from each group. The representative images were taken at a magnification of ×400 (scale bar 60 μm). *n* = 5 for each group. Data were presented as mean ± SD; *p < 0.05 vs. the Control group, #*p* < 0.05 vs. the Ang II group.

### Identification of QDG Treatment on DETs in Renal Tissues of Ang II-Infused Mice

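The deposited data covered the kidneys of 15 mice, 5 each in the Control, Ang II and Ang II + QDG groups. Ang II was infused at 500 ng/kg/min for 4 weeks, and QDG was given at 1.145 g/kg/day over the same period. The authors deposited 1 value per transcript and mouse, for Ensembl transcripts and for transcripts that they assembled and numbered with MERGE identifiers. The paper's text does not name the unit. The values were taken as FPKM, because a value multiplied by the transcript's length in GENCODE release 21 for mouse was a whole multiple of 1 constant per mouse for 98.7% to 98.8% of the values under 200 reads. That constant implies a total of 75034600 to 81329500 reads or fragments per Control mouse (median 79345300), 70697600 to 79292000 per Ang II mouse (median 79124000) and 68922800 to 76143500 per Ang II + QDG mouse (median 70028800). The Control files list 41477 transcripts and the files of the other groups list 42310, and in each list the larger of 2 group means is at least 0.500 FPKM. All 15 files share 40054 transcripts, of which 11141 are assembled and carry no gene name. Of 991 shared transcripts above 100 FPKM in at least 1 mouse, 128 were under 1 FPKM in another mouse of the same group. The test was limma's moderated test with a trend on log2(FPKM + 1), in 1 model of 15 mice with 12 residual degrees of freedom, for the 28812 transcripts with at least 1 FPKM in at least 5 mice. DETs were called as in the study, at a fold change of at least 2 and an unadjusted p under 0.05, and transcripts with a Benjamini-Hochberg adjusted p under 0.05 were counted beside them. The pseudocount of 1 makes the fold changes of transcripts with low FPKM smaller. Renin (Ren1, ENSMUST00000094556, chromosome 1, 133350510 to 133360325 on GRCm38), which was examined as a check of the group labels because Ang II infusion is known to lower its mRNA, had 33.2 ± 3.79 FPKM (SD, n = 5) in Control and 30.1 ± 8.97 FPKM (SD, n = 5) in Ang II. Its log2 fold change was −0.18 (standard error 0.26, adjusted p = 0.788 from limma), so the expected fall was not found and this check did not support the labels.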

To explore the underlying mechanisms of QDG on hypertensive renal protection, RNA-seq was performed to identify the differentially expressed transcripts (DETs) in renal tissues among different groups (GSE182517; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE182517). As shown in Figures 2A,B (left panels), Ang II infusion significantly upregulated the expression of 1,427 transcripts and downregulated the expression of 1,173 transcripts in renal tissues of mice, compared to the Control group, while QDG treatment significantly upregulated the expression of 868 transcripts and downregulated the expression of 868 transcripts, compared with the Ang II group (Figures 2A,B, right panel). 

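In Ang II vs. Control, 555 transcripts were upregulated and 275 downregulated at the study's threshold, out of 28812 tested. Of these 830 DETs, 518 were annotated transcripts of 451 genes and 312 were assembled. At an adjusted p under 0.05 there were 153 upregulated and 46 downregulated transcripts, and 59 transcripts met both criteria. The comparison of Ang II + QDG vs. Ang II gave 260 transcripts upregulated and 384 downregulated, and at an adjusted p under 0.05 there were 8 and 20. The counts depended on the filter, the pseudocount and the scaling. In Ang II vs. Control, 1422 transcripts were upregulated and 446 downregulated with a pseudocount of 0.1, and 1457 and 440 with 0.01. No filter alone gave 631 and 291. These alternatives were set before the data were examined. With no filter and a pseudocount of 0.01, which was chosen after the data were seen, 2976 transcripts were upregulated and 567 downregulated. Quantile normalization gave 378 upregulated and 382 downregulated DETs, with 86 and 77 transcripts at an adjusted p under 0.05, and median scaling gave 390 and 385, with 81 and 162. These scalings centre the changes by themselves, so they cannot show whether the excess of upregulated transcripts is real. The 1423 transcripts listed only for Control were not tested. If the lists follow the limit of 0.500 FPKM, these were below it in Ang II, so any falls among them went uncounted. Rises from a low Control level stayed in both lists, so the excess may owe a part to this choice. In 1244 transcripts every Ang II mouse was higher than every Control mouse and in 304 every one was lower, together 5.37% of those tested, where chance gives 0.794%.
Among the DETs of Ang II vs. Control, Abca1 (ENSMUST00000030010, chromosome 4, 53030787 to 53159895) had 5.14 ± 1.44 FPKM in Control and 1.66 ± 0.404 FPKM in Ang II (SD, n = 5 each), a log2 fold change of −1.19 (standard error 0.19, adjusted p = 0.0175). Ifit1 (ENSMUST00000102824, chromosome 19, 34640871 to 34650009) fell from 5.16 ± 1.92 to 1.42 ± 0.412 FPKM (log2 fold change −1.30, standard error 0.22, adjusted p = 0.021). The assembled transcript MERGE.24245.5 fell from 6.89 ± 4.10 to 0.338 ± 0.494 FPKM (log2 fold change −2.43, adjusted p = 0.0196). MERGE.22969.4 was listed at 0 in all 5 Control mice and at 2.02 ± 0.635 FPKM in Ang II (log2 fold change 1.57 on the log2(FPKM + 1) scale, adjusted p = 0.00501).
Among the DETs of Ang II + QDG vs. Ang II, Rab34 (ENSMUST00000148603, chromosome 11, 78189240 to 78190306) rose from 1.43 ± 0.378 to 6.23 ± 1.16 FPKM (log2 fold change 1.57, standard error 0.21, adjusted p = 0.0147). Ptbp1 (ENSMUST00000169580, chromosome 10, 79862017 to 79864432) rose from 3.74 ± 2.05 to 24.2 ± 4.71 FPKM (log2 fold change 2.52, standard error 0.36, adjusted p = 0.0208). Patj (ENSMUST00000142103, chromosome 4, 98441076 to 98497633) fell from 5.82 ± 1.45 to 0.939 ± 0.0840 FPKM (log2 fold change −1.79, standard error 0.23, adjusted p = 0.013). An assembled transcript rose from 0.137 ± 0.187 to 29.1 ± 2.21 FPKM (log2 fold change 4.74, standard error 0.71, adjusted p = 0.0263), but it was also high in 1 Control mouse. These Rab34 and Ptbp1 transcripts are annotated as retained introns. Summed over all annotated transcripts of the gene, the log2 fold change was 0.32 for Rab34 (adjusted p = 0.248) and 0.62 for Ptbp1 (adjusted p = 0.0329). It was −0.16 for Patj (adjusted p = 0.466), so the sums changed less than the single transcripts did. The Ptbp1 sum rose from 43.4 to 66.2 FPKM, which includes the rise of the retained intron transcript, so a rise of coding Ptbp1 was not shown.

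**Figure D1:**
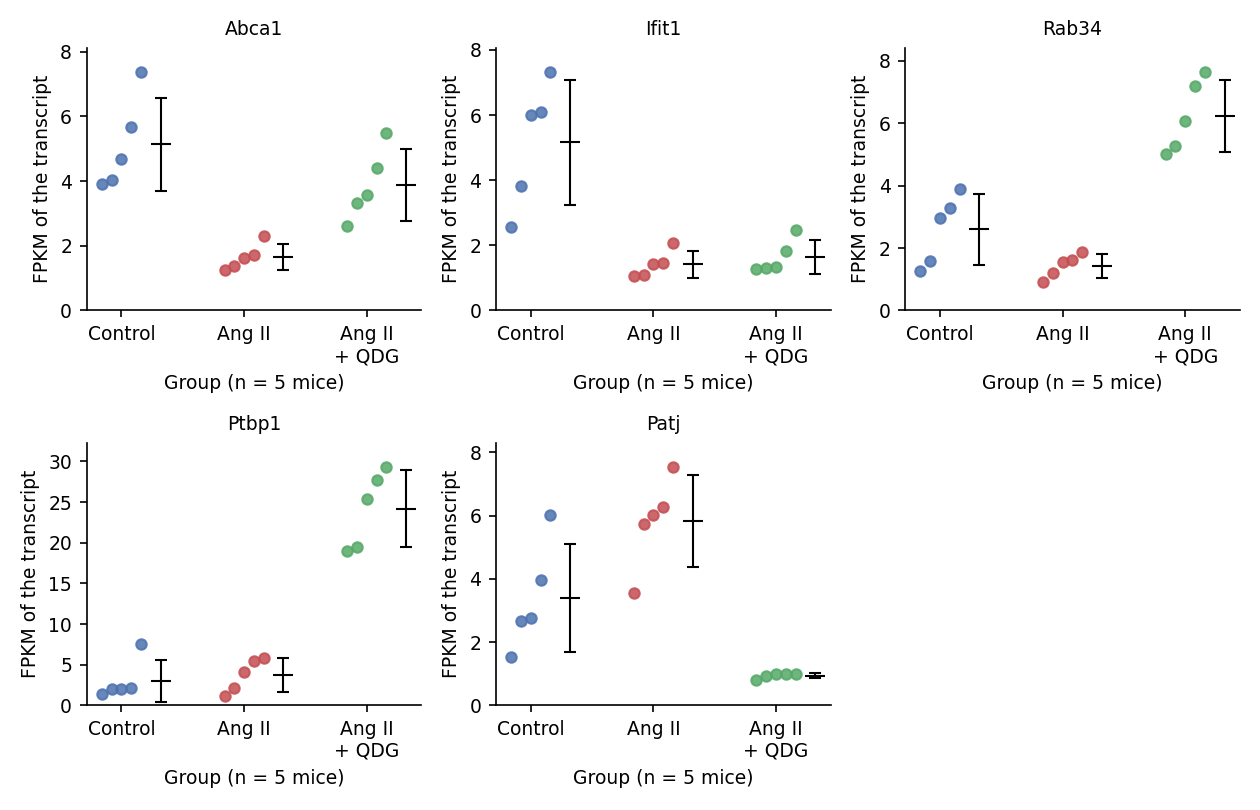
FPKM of Abca1, Ifit1, Rab34, Ptbp1 and Patj transcripts in each mouse of the Control, Ang II and Ang II + QDG groups. Points are mice and bars are the mean ± SD (n = 5), with Abca1 and Ifit1 lower in every Ang II mouse than in every Control mouse.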

The integrative analysis between the two comparisons (Ang II vs. Control and Ang II + QDG vs. Ang II) identified 261 downregulated transcripts (Figure 2C, left panel) and 401 upregulated transcripts (Figure 2D, right panel) in the Ang II group, which were reversed after QDG treatment.

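Of the transcripts tested, 57 were downregulated in Ang II vs. Control and upregulated in Ang II + QDG vs. Ang II at the study's threshold, and 123 were upregulated and then downregulated. Another 2 changed the same way in both comparisons. At an adjusted p under 0.05 in both comparisons, 15 transcripts changed in opposite directions. Across the 28812 transcripts, the log2 fold changes of the 2 comparisons had a Pearson's r of −0.543, a correlation across transcripts, which are not independent replicates. The same 5 Ang II mice enter both comparisons; with different Ang II mice in each, r averaged −0.114 over 20 divisions (−0.144 to −0.0727).
Txnrd1 (ENSMUST00000219962, chromosome 10, 82859207 to 82896605) had 4.62 ± 0.444 FPKM in Control, 11.9 ± 1.84 in Ang II and 5.16 ± 0.819 in Ang II + QDG (SD, n = 5 each). Its log2 fold changes were 1.19 in Ang II vs. Control (standard error 0.13, adjusted p = 0.00426) and −1.06 in Ang II + QDG vs. Ang II (adjusted p = 0.0112). Summed over the gene's transcripts, Txnrd1 had log2 fold changes of 0.43 (adjusted p = 0.0786) and −0.35 (adjusted p = 0.211). Tnfrsf12a (ENSMUST00000024698, chromosome 17, 23675445 to 23677468) had 10.2 ± 1.31, 24.1 ± 5.26 and 9.23 ± 1.86 FPKM in the 3 groups. Its log2 fold changes were 1.15 (adjusted p = 0.0141) and −1.29 (adjusted p = 0.0112). Cyp2d9 (ENSMUST00000230024, chromosome 15, 82454400 to 82456643) had 15.6 ± 5.43, 3.04 ± 0.726 and 12.7 ± 6.34 FPKM, with log2 fold changes of −2.0 (adjusted p = 0.0213) and 1.61 (adjusted p = 0.0815). The sum of its transcripts had log2 fold changes of −0.46 (adjusted p = 0.246) and 0.56 (adjusted p = 0.219). Among assembled transcripts, MERGE.12362.4 changed by 1.88 (adjusted p = 0.00501) and −1.57 (adjusted p = 0.0195), and MERGE.15283.8 by −1.61 (adjusted p = 0.065) and 1.72 (adjusted p = 0.0913).

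**Figure D2:**
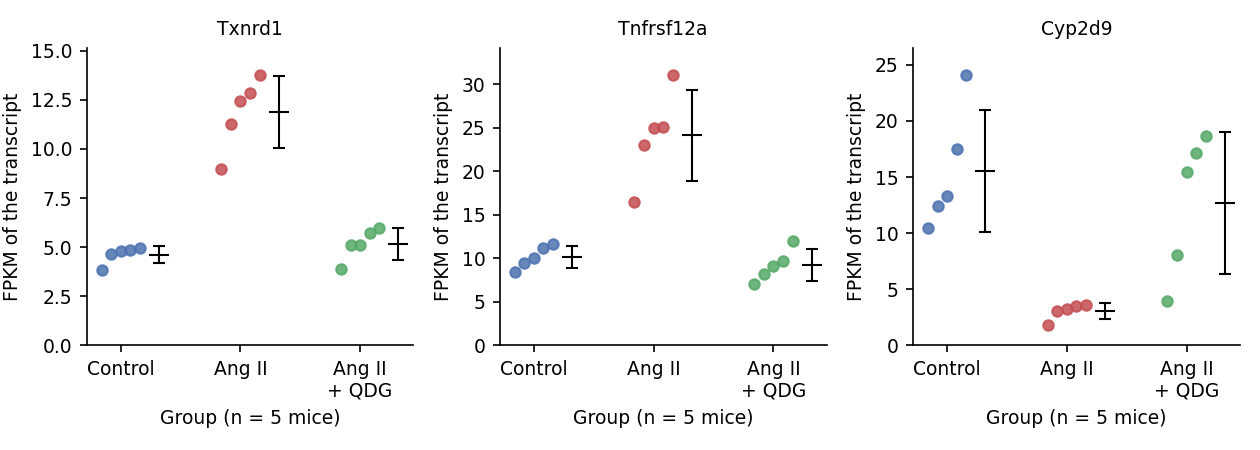
FPKM of Txnrd1, Tnfrsf12a and Cyp2d9 transcripts in each mouse of the 3 groups. Points are mice and bars are the mean ± SD (n = 5), with Txnrd1 and Tnfrsf12a higher and Cyp2d9 lower in Ang II than in both other groups.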

**FIGURE 2:**
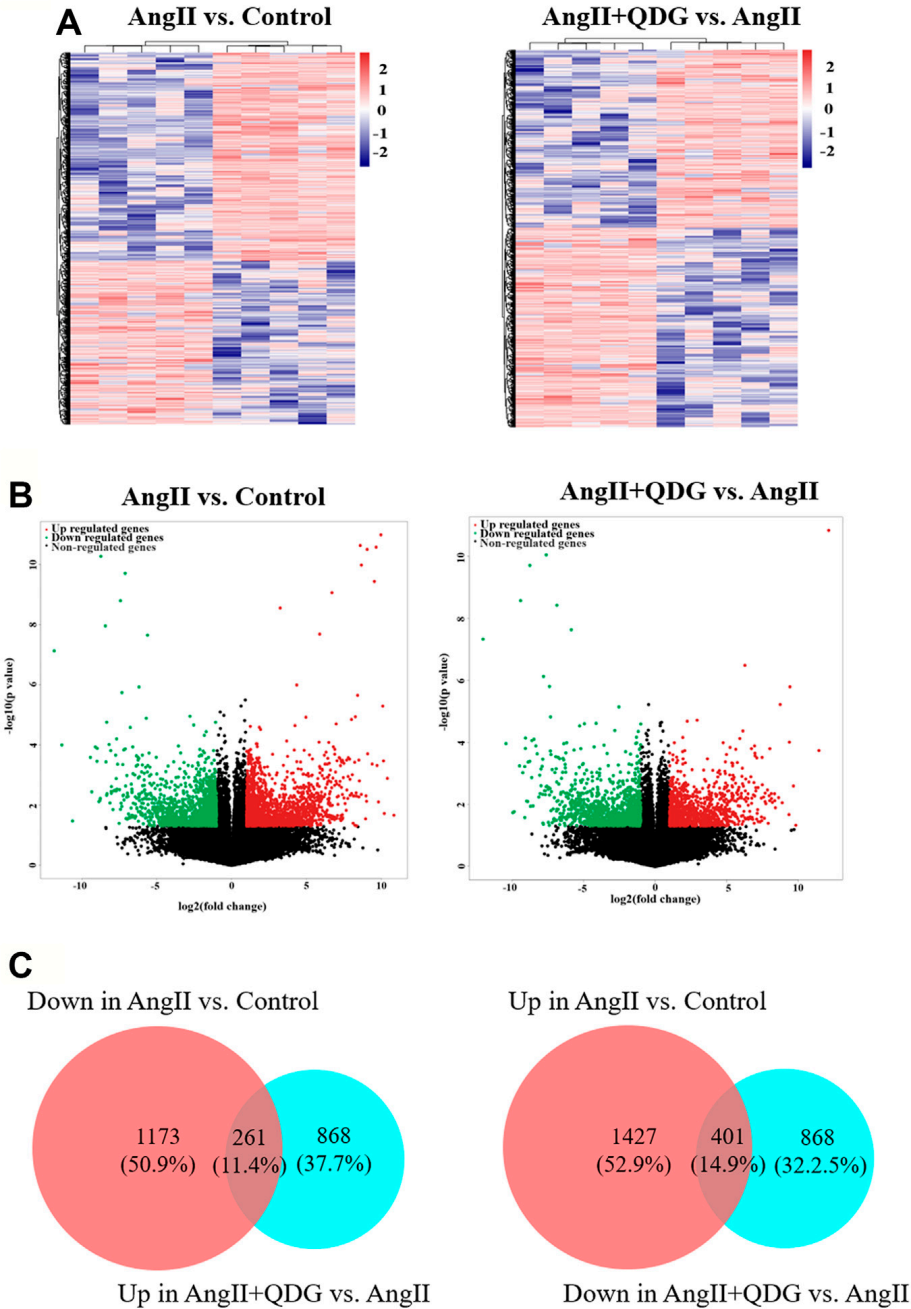
QDG treatment on gene expression profiling of renal tissues in Ang II-infused mice. RNA-seq was performed to determine the DETs in renal tissues from each group. **(A)** Hierarchical clustering plots and **(B)** volcano plots were used to compare gene expression profiles (|fold change| ≥ 2, *p* < 0.05). **(C)** Integrative analysis was performed to identify the integrated transcripts between the two comparisons. The overlapped area in the left panel represents decreased transcript number (261) in the Ang II group but increased in the Ang II + QDG group. The overlapped area in the right panel represents increased transcript number (401) in the Ang II group but decreased in the Ang II + QDG group.

### Enrichment of Biological Processes and Signaling Pathways After QDG Treatment in Renal Tissues of Ang II-Infused Mice

GO enrichment analysis based on the DETs between Ang II and Control groups revealed multiple predicted potential functions. 

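The 13 transcripts of the mitochondrial genome in all files held 19.4 ± 0.801% (SD, n = 5) of the FPKM of the shared transcripts in Control, 15.6 ± 0.252% in Ang II and 18.3 ± 1.41% in Ang II + QDG. The difference of Ang II from Control was −3.80 percentage points (exact two-sided permutation test, p = 0.00794, the smallest that 5 mice against 5 allow; adjusted p = 0.0119 over 3 comparisons), and every Ang II mouse was below every Control mouse. It was 2.63 percentage points higher in Ang II + QDG than in Ang II (exact p = 0.00794, adjusted p = 0.0119). Ang II + QDG and Control were not separated (exact p = 0.143). Some of these transcripts were missing from single mice: mt-Nd4 was under 1 FPKM in 14 mice, mt-Atp8 in 12 and mt-Nd5 in 1. Over the 10 transcripts with at least 1 FPKM in every mouse, the shares were 18.3 ± 0.609%, 14.7 ± 0.289% and 17.4 ± 1.33%, a difference of −3.63 percentage points in Ang II vs. Control. The transcript of mt-Cytb (ENSMUST00000082421, mitochondrial genome, 14145 to 15288) had log2 fold changes of −0.40 in Ang II vs. Control (standard error 0.05, adjusted p = 0.00738) and 0.38 in Ang II + QDG vs. Ang II (adjusted p = 0.0147). Some of these transcripts did not return toward Control with QDG. For mt-Nd6 the means in Control, Ang II and Ang II + QDG were 1961, 1421 and 1309 FPKM. They were 572, 344 and 337 FPKM for mt-Rnr1, and 558, 328 and 332 FPKM for mt-Rnr2. Both mt-Rnr1 and mt-Rnr2 are rRNAs, so their values may depend on the rRNA depletion that the paper describes.
A list of oxidative phosphorylation genes, written by hand before the data were examined, had a DET in Ang II vs. Control in 5 of 89 genes tested, an odds ratio of 1.55 against 12155 genes (Fisher's exact test, adjusted p = 0.722 over 10 list tests). With limma's camera test on all transcripts, the list was higher in Ang II (adjusted p = 0.00778), and 74 of its 249 transcripts had an unadjusted p under 0.05. Its 240 nuclear-encoded transcripts had a median log2 fold change of 0.24, which was 0.14 above the median of all transcripts. Its 9 mitochondrially encoded transcripts had a median of −0.37. The median of these 9 was −0.53 with median scaling. With quantile normalization the median was −1.8e-15, which is no change beyond rounding. That method gives each rank the same value in every mouse, so abundant transcripts that keep their ranks cannot change. It therefore cannot decide whether this fall depends on the scaling.

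**Figure D3:**
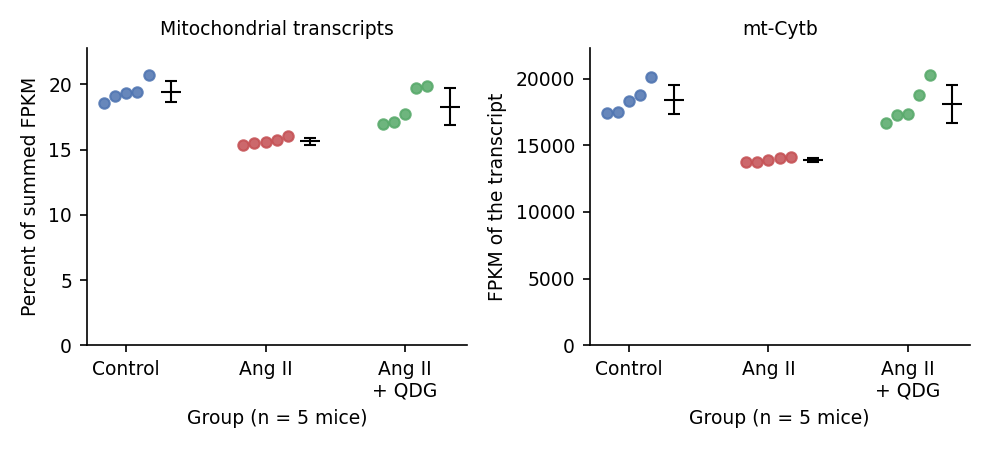
Share of FPKM held by mitochondrial transcripts in percent, and FPKM of mt-Cytb, in each mouse of the 3 groups. Points are mice and bars are the mean ± SD (n = 5), with all Ang II mice below the mice of both other groups in the share.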

As shown in Figure 3A, cellular component (CC) analysis indicated that DETs were mainly involved in the intracellular part, intracellular membrane bounded organelle, and mitochondrion. Biological process (BP) analysis showed that DETs were mainly associated with metabolism, gene expression, and organelle organization. 

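Hand-written gene lists, fixed before the data were examined, were used for translation, and the GO database was not used here. Of 15 genes for translation elongation factors that were tested, 1 had a DET in Ang II vs. Control, an odds ratio of 1.86 (Fisher's exact test, adjusted p = 0.722). Of 87 genes for cytosolic ribosomal proteins, 12 had a DET, which is 13.8% against 3.64% of the other genes, an odds ratio of 4.24 (Fisher's exact test, adjusted p = 8.34e-04). A gene with more tested transcripts has more chances to have a DET, which this test does not allow for. These 87 genes have 291 tested transcripts, where all 12155 genes have 20987. In 11 of 100 splits of the mice, the real one included, the p was as small. The 291 tested transcripts of these ribosomal genes had a median log2 fold change of 0.17, and 68.7% of them were higher in Ang II, where the median of all transcripts was 0.094. The share was 59.5% with quantile normalization and 54.0% with median scaling. With transcripts summed per gene, which was chosen after the data were seen, the ribosomal list had an adjusted p of 1.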

In the molecular function (MF) category, DETs were significantly enriched in binding, translation factor activity, etc. Moreover, GO enrichment analysis based on the DETs between Ang II + QDG and Ang II groups revealed multiple predicted potential functions. As shown in Figure 3B, CC analysis showed that DETs were associated with the cytoplasmic part, intracellular part, and cell part. As to BP, DETs were significantly enriched in the catabolic process, amide biosynthesis, and translation. 

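For cytosolic ribosomal proteins, 4 of 87 genes tested had a DET in Ang II + QDG vs. Ang II, an odds ratio of 1.68 (Fisher's exact test, adjusted p = 0.722). Their transcripts had a median log2 fold change of −0.11, and at the study's threshold 5 were downregulated and 0 upregulated. At an unadjusted p under 0.05, 45 of the 291 transcripts changed.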

The MF analysis for these DETs includes binding, catalytic activity, and translation elongation factor activity.

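Of the 15 translation elongation factor genes tested, 2 had a DET in Ang II + QDG vs. Ang II, an odds ratio of 5.37 (Fisher's exact test, adjusted p = 0.322). Both DETs were downregulated, and the 46 transcripts of the list had a median log2 fold change of −0.11.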

**FIGURE 3:**
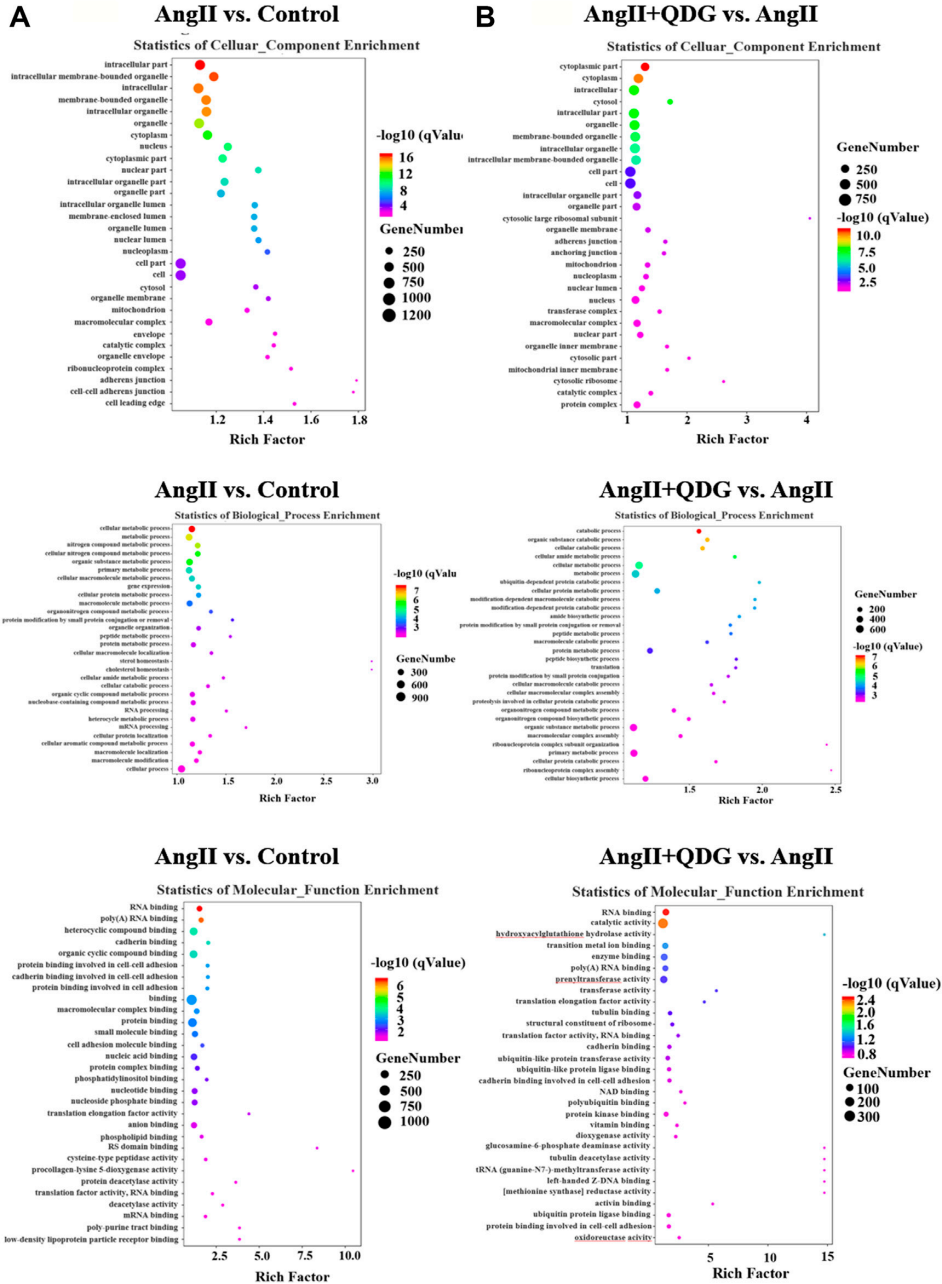
GO enrichment analysis. GO enrichment analysis was performed based on the DETs from both comparisons of **(A)** Ang II vs. Control and **(B)** Ang II + QDG vs. Ang II. The top 30 enriched items of the cellular composition (left panel), biological processes (middle panel), and molecular function (right panel).

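Lists of apoptosis and p53 signaling genes were written by hand before the data were examined, and MAPK signaling was not analysed here. In Ang II vs. Control, 4 of 104 apoptosis genes tested had a DET, an odds ratio of 1.04 (Fisher's exact test, adjusted p = 0.884). Of 53 p53 signaling genes, 1 had a DET, an odds ratio of 0.498 (Fisher's exact test, adjusted p = 0.884). Among the 203 apoptosis transcripts, 32 had an unadjusted p under 0.05, 2 had an adjusted p under 0.05 over all transcripts, and 3 did when the adjustment covered the list alone. Among the 93 p53 signaling transcripts these counts were 9, 1 and 2.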

KEGG pathway analysis based on the DETs between Ang II and Control groups revealed multiple enriched signaling pathways, including apoptosis, p53 signaling pathway, and MAPK signaling pathway (Figure 4A). Moreover, KEGG pathway analysis based on the DETs between Ang II + QDG and Ang II groups demonstrated multiple enriched signaling pathways, including oxidative phosphorylation, apoptosis, and p53 signaling pathways (Figure 4A). 

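Of 89 oxidative phosphorylation genes, 4 had a DET in Ang II + QDG vs. Ang II, an odds ratio of 1.64 (Fisher's exact test, adjusted p = 0.722). By the same exact test, the odds ratio was 0.680 for apoptosis, with a DET in 2 of 104 genes (adjusted p = 1), and 1.36 for p53 signaling, with a DET in 2 of 53 genes (adjusted p = 0.884). At an unadjusted p under 0.05, 49 transcripts changed in the oxidative phosphorylation list, 25 in the apoptosis list and 9 in the p53 signaling list. With limma's camera test on all transcripts in place of Fisher's exact test on the DETs, the oxidative phosphorylation list was lower in Ang II + QDG (adjusted p = 0.0257). The adjusted p of camera was 0.439 for apoptosis and 0.463 for p53 signaling. The 240 nuclear-encoded transcripts of the oxidative phosphorylation list had a median log2 fold change of −0.13. Its 9 mitochondrially encoded transcripts went the other way, with a median of 0.27, 8 higher and 1 lower. With quantile normalization the median of these 9 was −1.8e-15, but that method leaves abundant transcripts that keep their ranks unchanged, so it cannot decide.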

The integrative analysis between the two comparisons (Ang II vs. Control and Ang II + QDG vs. Ang II) demonstrated that multiple signaling pathways were enriched in both comparisons (Figure 4B). 

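Within the apoptosis list, the transcript of Cycs, which encodes cytochrome c (ENSMUST00000161401, chromosome 6, 50562563 to 50566538), had 112 ± 13.5 FPKM in Control, 147 ± 7.04 in Ang II and 103 ± 8.65 in Ang II + QDG (SD, n = 5 each). Its log2 fold changes were 0.40 in Ang II vs. Control (standard error 0.08, adjusted p = 0.0483) and −0.51 in Ang II + QDG vs. Ang II (adjusted p = 0.041), and with 1 mouse left out its adjusted p was no longer under 0.05 in 12 of 15 fits for each comparison. Tuba1c (ENSMUST00000058914, chromosome 15, 99029891 to 99038110) changed by 0.36 (adjusted p = 0.0451) and −0.47 (adjusted p = 0.031). With 1 mouse left out, its adjusted p was no longer under 0.05 in 12 and 6 of 15 fits. Among the alternatives that kept every mouse, this was so in 8 and 4 for Cycs and in 6 and 5 for Tuba1c. With transcripts summed per gene, chosen after the data were seen, Cycs changed by 0.41 (adjusted p = 0.0144) and −0.51 (adjusted p = 0.0135), and Tuba1c by 0.37 (adjusted p = 0.0103) and −0.48 (adjusted p = 0.00904). The most abundant tested transcript of Trp53, the gene of p53 (ENSMUST00000108657, chromosome 11, 69580405 to 69591873), had 3.34 ± 3.00, 7.69 ± 3.08 and 4.21 ± 3.98 FPKM in the 3 groups. Its log2 fold changes of 1.26 (standard error 0.76, adjusted p = 0.454) and −1.21 (adjusted p = 0.59) did not pass the test. The sum of the Trp53 transcripts changed by 0.60 (adjusted p = 0.158) and −0.34 (adjusted p = 0.534). The sum for Cdkn1a changed by 0.66 (adjusted p = 0.375) and −1.46 (adjusted p = 0.0834), with 35.3 FPKM in 1 Ang II mouse. Mdm2 changed by 0.19 (adjusted p = 0.264) and −0.14 (adjusted p = 0.521). Ccng1 changed by −0.10 (adjusted p = 0.497) and 0.02 (adjusted p = 0.924), so none of Cdkn1a, Mdm2 and Ccng1 had an adjusted p under 0.05. At the study's threshold, the Cdkn1a sum was downregulated in Ang II + QDG vs. Ang II (unadjusted p = 0.0032 from limma).
Bax (ENSMUST00000033093, chromosome 7, 45461697 to 45466898) had log2 fold changes of 0.82 (adjusted p = 0.317) and −0.04 (adjusted p = 0.984), and the sum of its transcripts changed by 0.18 (adjusted p = 0.331) and −0.18 (adjusted p = 0.413). Of 3 tested Bax transcripts, 0 had an unadjusted p under 0.05 in Ang II vs. Control and 1 did in Ang II + QDG vs. Ang II. For Bcl2 (ENSMUST00000112751, chromosome 1, 106538178 to 106714274) they were −0.01 (adjusted p = 0.979) and 0.12 (adjusted p = 0.709), and for Casp9 (ENSMUST00000030747, chromosome 4, 141793612 to 141815976) −0.06 (adjusted p = 0.939) and −0.17 (adjusted p = 0.859). From the enrichment of both pathways in both comparisons (Figure 4C), the paper reasons that the effects of QDG on cell apoptosis and on the p53 pathway should be explored further in these kidneys.

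**Figure D4:**
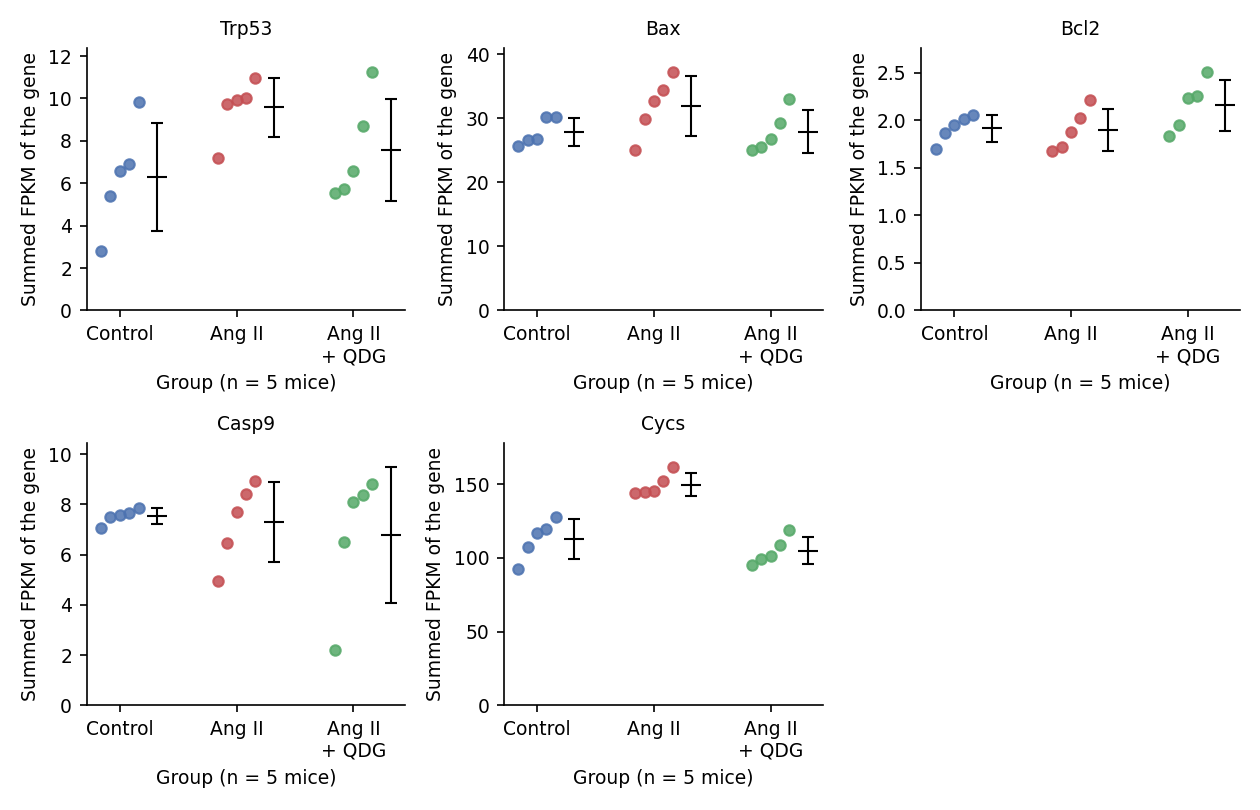
FPKM of Trp53, Bax, Bcl2, Casp9 and Cycs, each summed over the gene's annotated transcripts, in each mouse of the 3 groups. Points are mice and bars are the mean ± SD (n = 5), and the groups overlap in each of these genes except Cycs in Ang II.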

Notably, we find that both cell apoptosis and p53 signaling pathways were significantly enriched in both comparisons (Figure 4C), which encouraged us to further explore the regulatory effects of QDG on cell apoptosis and activation of the p53 signaling pathway in renal tissues of Ang II-infused mice.

**FIGURE 4:**
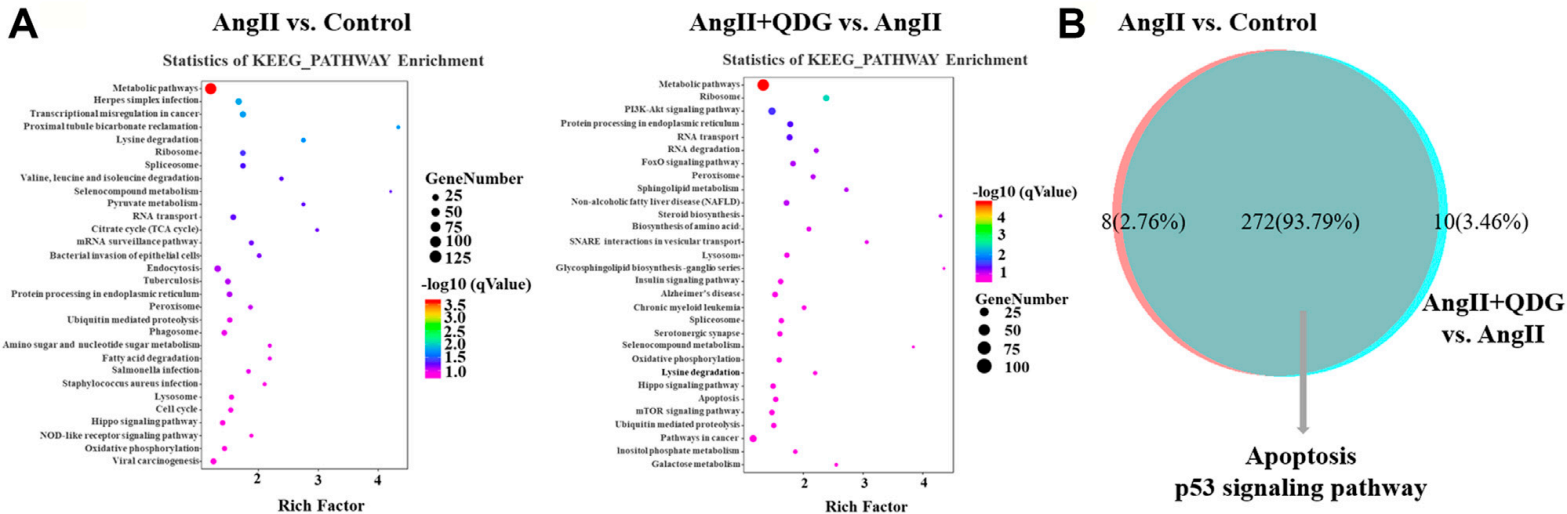
KEGG pathway enrichment analysis. **(A)** KEGG enrichment analysis was performed to identify the enriched signaling pathway in both comparisons of Ang II vs. Control (left panel) and Ang II + QDG vs. Ang II (right panel). The top 30 enriched signaling pathways were presented. **(B)** Integrative analysis was performed to identify the integrated transcripts between the two comparisons. The overlapped area represents the number of enriched signaling pathways in both comparisons of Ang II vs. Control and Ang II + QDG vs. Ang II.

### QDG Attenuates Ang II-Induced Renal Cell Apoptosis *In Vivo* and *In Vitro*

Further verification of QDG treatment on cell apoptosis of renal tissues by performing TUNEL staining revealed an increase of the percentage positively TUNEL-stained cells in renal tissues of Ang II-infused mice (Figures 5A,B; *p < 0.05 vs. the Control group), while QDG treatment significantly reduced the percentage of positively TUNEL-stained cells (Figures 5A,B; #*p* < 0.05, vs. the Ang II group), confirming the effect of QDG on attenuation cell apoptosis in renal tissues in Ang II-infused mice. We further assessed the effect of QDG treatment on cell apoptosis of a rat renal tubular epithelial cell line (NRK-52E) by performing TUNEL assay and found that 25 and 50 μg/ml of QDG treatment did not affect the cell viability of NRK-52E (Figure 5C) but attenuated the Ang II stimulation-induced cell apoptosis of NRK-52E cells (Figures 5D,E; *p < 0.05, vs. the Control group, #*p* < 0.05, vs. the Ang II group). Consistently, by performing Annexin V/PI staining, we found that Ang II stimulation significantly increased the percentage of cell apoptosis, which was attenuated after QDG treatment (Figures 5F,G; *p < 0.05, vs. the Control group, #*p* < 0.05, vs. the Ang II group).

**FIGURE 5:**
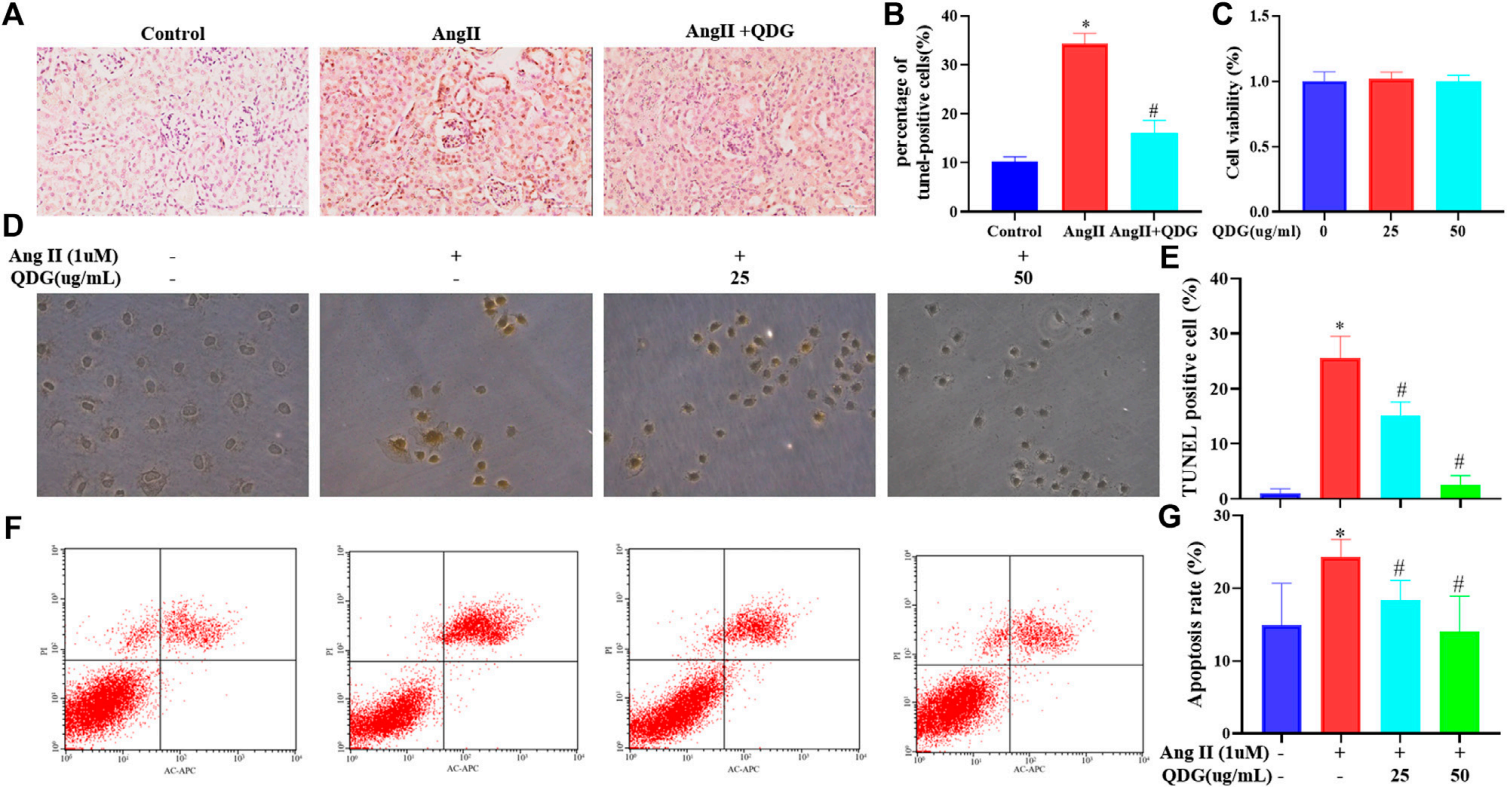
QDG attenuates Ang II-induced renal cell apoptosis *in vivo* and *in vitro*. The TUNEL assay was performed to observe cell apoptosis in renal tissues of mice from each group **(A)** and the percentage of TUNEL-positive cells **(B)**. Viability of NRK-52E cells after treatment with QDG, as analyzed by the CCK-8 assay **(C)**. The TUNEL assay was performed to observe cell apoptosis in NRK-52E cells from each group **(E)** and the percentage of TUNEL-positive cells **(D)**. Representative dot plot of Annexin V- and PI-stained cells **(F)** and a columnar graph that comprised the percentage of apoptosis in NRK-52E cells **(G)**. Data were presented as mean ± SD; *p < 0.05 vs. the Control group, #*p* < 0.05 vs. the Ang II group.

### QDG Activates the p53 Signaling Pathway *In Vivo*

To further verify the regulatory effect of QDG treatment on the activation of the p53 pathway, western blot confirmed that Ang II infusion significantly upregulated the protein expression of p53, which was downregulated after QDG treatment. Moreover, by determination of the expression apoptosis-related proteins using western blot analysis, it was revealed that Ang II infusion significantly upregulated the expression of proapoptotic proteins Bax, cle-caspase-9 and cle-caspase-3 but downregulated the expression of antiapoptotic protein Bcl-2 (Figure 6; *p < 0.05, vs. the Control group), which were all reversed after QDG treatment (Figure 6; #*p* < 0.05, vs. the Ang II group).

**FIGURE 6:**
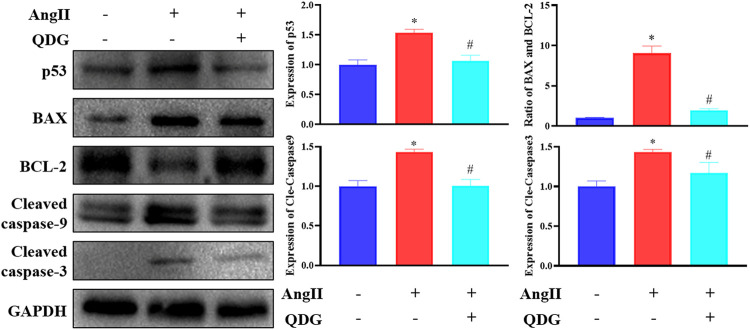
QDG inhibits activation of p53 signaling pathways induced by angiotensin (Ang II). Western blot analysis was performed to determine the protein expression of p53, BAX, BCL2, and cle-caspase-9/caspase-3. GAPDH was used as the internal control. Data were presented as mean ± SD; *p < 0.05 vs. the Control group, #*p* < 0.05 vs. the Ang II group.

## Discussion

Long-term hypertension leads to multiple target organ damage, including renal damage. Our previous studies demonstrated that QDG exhibits antihypertension and multiple-target-organ protection (Huang et al., 2019; Wu et al., 2020; Yu et al., 2020; Zhang et al., 2020; Chen et al., 2021; Cheng et al., 2021; Wu et al., 2021). However, the therapeutic effects of QDG on hypertensive renal injury remained to be further explored. For the first time, the current study revealed that QDG treatment not only attenuated the elevated blood pressure but also alleviated renal cell apoptosis and mediated multiple signaling pathways (including the p53 pathway) in Ang II-infused mice. These results highlighted that QDG exhibited antihypertension and antiapoptotic effects on hypertensive renal tissues, and mediation by the p53 signaling pathway might be one of the underlying mechanisms.

Despite the development and combination of antihypertension medicines, a large number of hypertensive patients are still ultimately suffering from ESRD (Dong et al., 2021). Therefore, it is urgently required to explore and develop effective strategies for treatment of hypertension and hypertensive renal injury. As a Chinese medicine formula simplified from QXJYD, QDG exhibits antihypertension and vascular and cardiac protection, as well as neuroprotection (Huang et al., 2019; Wu et al., 2020; Yu et al., 2020; Zhang et al., 2020; Chen et al., 2021; Cheng et al., 2021; Wu et al., 2021). In addition, our current study revealed that QDG treatment not only attenuated the elevation of blood pressure but also significantly reduced Ang II-induced renal pathological changes, suggesting that QDG might be used as a complementary therapy to attenuate hypertension and prevent hypertensive target organ injury (including renal injury). However, renal damage should further be confirmed by determination of proteinuria expression or in other hypertensive animal models. Moreover, whether the renal protection of QDG treatment is dependent on blood pressure or not should be further addressed in future studies.

Due to the complicated mechanisms of Ang II-induced renal injury and QDG treatment in attenuating renal injury, we therefore performed RNA-seq, GO, and KEGG enrichment analyses to further explore their complicated mechanisms. Our current study identified 401 upregulated and 261 downregulated transcripts in renal tissues of mice in the Ang II group, which were reversed after QDG treatment. Among these DETs, upregulation of NOX4 (Kumar et al., 2020) and downregulation of ANGPT1 (Loganathan et al., 2018) had been reported to play an essential role in renal injury, which might be the targets of QDG on attenuation of hypertensive renal injury. Therefore, our current study suggests multiple targets of QDG treatment on hypertensive renal injury. However, further validation of QDG targets should be performed in future studies.

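The most abundant tested transcript of Nox4 (ENSMUST00000032781, chromosome 7, 87246649 to 87398710) had 65.3 ± 18.0 FPKM in Control, 45.9 ± 14.3 in Ang II and 60.7 ± 31.3 in Ang II + QDG (SD, n = 5 each). Its log2 fold changes were −0.51 in Ang II vs. Control (standard error 0.55, adjusted p = 0.712) and 0.06 in Ang II + QDG vs. Ang II (adjusted p = 0.982). Summed over 7 listed transcripts, Nox4 had 105 ± 9.18, 82.5 ± 16.3 and 111 ± 53.7 FPKM, with log2 fold changes of −0.36 (adjusted p = 0.583) and 0.25 (adjusted p = 0.785). Angpt1 (ENSMUST00000022921, chromosome 15, 42424723 to 42676977), which has 1 listed transcript, had 0.553 ± 0.620, 1.98 ± 1.02 and 0.689 ± 0.711 FPKM. Its log2 fold changes were 0.94 (standard error 0.32, adjusted p = 0.168) and −0.84 (adjusted p = 0.336), below the study's minimum fold change in both comparisons. With a pseudocount of 0.1, Angpt1 was a DET in both, upregulated by 1.89 in Ang II vs. Control and changed by −1.70 in Ang II + QDG vs. Ang II.

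**Figure D5:**
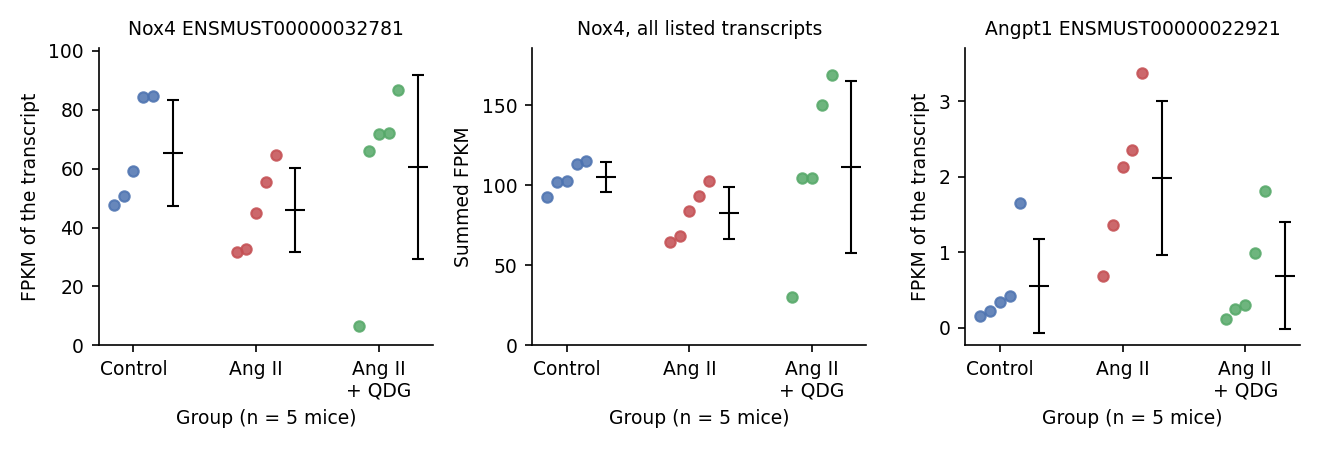
FPKM of Nox4 and Angpt1 in each mouse of the 3 groups. Points are mice and bars are the mean ± SD (n = 5), and the groups overlap in each plot.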

Abnormal activation of multiple signaling pathways, including TGF-β1/Smad and NF-κB signaling pathways, had been reported to play an essential role in hypertensive renal injury (Liu et al., 2017; Yan et al., 2018). 

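Relative to the median of all 28812 transcripts, the median log2 fold change of the oxidative phosphorylation list was 0.12 in Ang II vs. Control and −0.093 in Ang II + QDG vs. Ang II. With quantile normalization these values were 0.16 and −0.087, and with median scaling 0.099 and −0.087. With transcripts summed per gene, chosen after the data were seen, they were 0.044 and −0.074. The cytosolic ribosomal protein list lay at 0.075 and −0.078, at 0.11 and −0.062 with quantile normalization, at 0.053 and −0.074 with median scaling, and at 0.060 and −0.071 with sums per gene.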

Based on the DETs in the comparisons of both Ang II vs. Control and Ang II + QDG vs. Ang II, GO analysis enriched multiple biological processes, including translation, translation factor activity, catalytic activity of cell parts, and mitochondria, which might be involved in hypertensive renal injury. Moreover, KEGG enrichment analysis demonstrated that multiple signaling pathways (including MAPK and PI3K-Akt signaling pathways) were significantly enriched in both comparisons. Notably, integrative analysis between two comparisons found that both apoptosis and p53 signaling pathways were enriched. However, the regulatory effects of QDG on renal cell apoptosis and the p53 signaling pathway need to be further investigated.

As one of the characteristics of hypertensive renal injury, renal tubular epithelial cell (RTEC) apoptosis leads to the progression of renal tubulointerstitial fibrosis (Docherty et al., 2006; Ning et al., 2011; Johnson and Dipietro, 2013; Schelling, 2016; Russa et al., 2017; Dan et al., 2018), contributing to the development of end-stage nephropathy. Consistent with a previous study (Gu et al., 2021), the current study revealed that Ang II infusion significantly increased the percentage of cell apoptosis in renal tissues and cultured RTEC, which were attenuated after QDG treatment, suggesting the potential of QDG treatment for both antihypertension and attenuation of renal injury. However, the role of QDG treatment on renal inflammation, oxidative stress, and fibrosis should be further explored in future studies.

As one of the key regulators of apoptosis, p53 can be activated and stabilized through post-translational modification pathways, including ubiquitination, phosphorylation, and acetylation (Kruiswijk et al., 2015). Numerous studies have supported the involvement of p53 in cell apoptosis in multiple renal diseases (Tang et al., 2018; Wang Y. et al., 2018; Liu et al., 2019). Overexpression of p53 increases the expression of apoptotic protein Bax and decreases the expression of antiapoptotic protein Bcl-2, leading to cell apoptosis (Liu and Dan, 2018). Ang II induced upregulation of BAX and downregulation of Bcl-2 in NRK-52E cells (Ning et al., 2011). Consistently, our current study found that the protein expression of p53, Bax, cle-caspase-9 and cle-caspase-3 was significantly upregulated and that of Bcl-2 was downregulated, while being partly reversed after QDG treatment in renal tissues of mice. These studies suggest that suppression of Ang II-induced p53 signaling pathway activation might be one of the underlying mechanisms of QDG attenuation of hypertensive renal cell apoptosis. In future studies, we intend to perform a series of experiments including using p53 transgenic mice or p53 inhibitors to definitively confirm the antiapoptotic role of QDG through the p53 pathway. In addition, the regulatory effect of QDG on other enriched signaling pathways and DETs should be further addressed in future studies.

## Conclusion

In summary, the current study proved that QDG treatment significantly attenuated renal cell apoptosis in Ang II-infused mice model or Ang II-stimulated NRK-52E cells, and suppressing the activation of p53 pathway might be one of the underlying mechanisms, which may offer a new therapeutic strategy for treating hypertensive renal injury.

## Data Availability

The RNA sequencing data used in present study are deposited at NCBI Gene Expression Omnibus (GEO) under the accession numbers GSE182517; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE182517.

# Supplementary material for: Qingda Granule Attenuates Angiotensin II-Induced Renal Apoptosis and Activation of the p53 Pathway
**Source:** Front Pharmacol. 2022 Feb 10;12:770863. doi: 10.3389/fphar.2021.770863

**Bax**

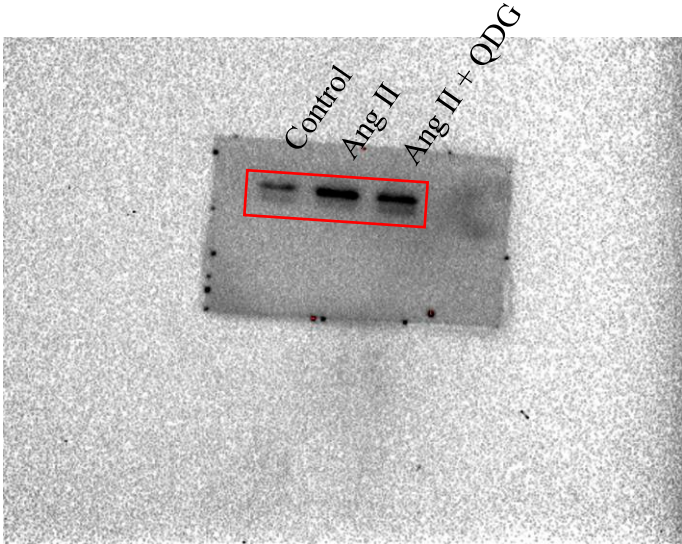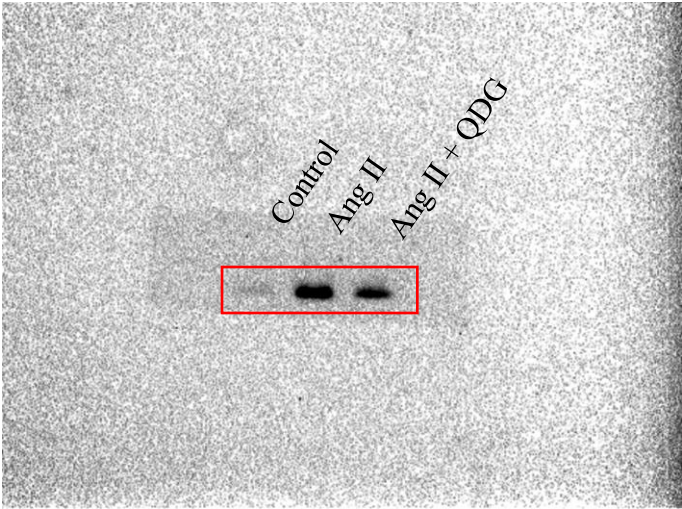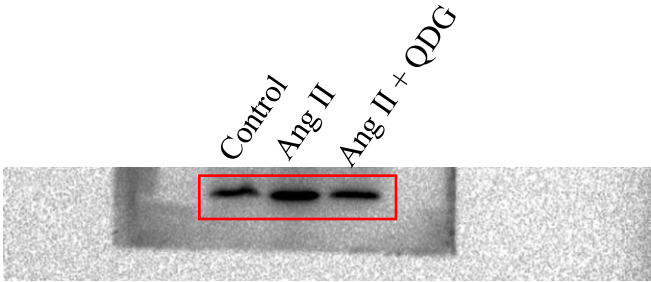

# Bcl2

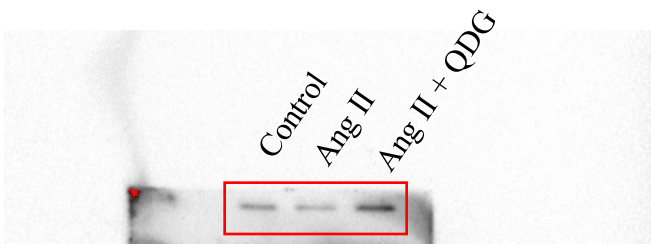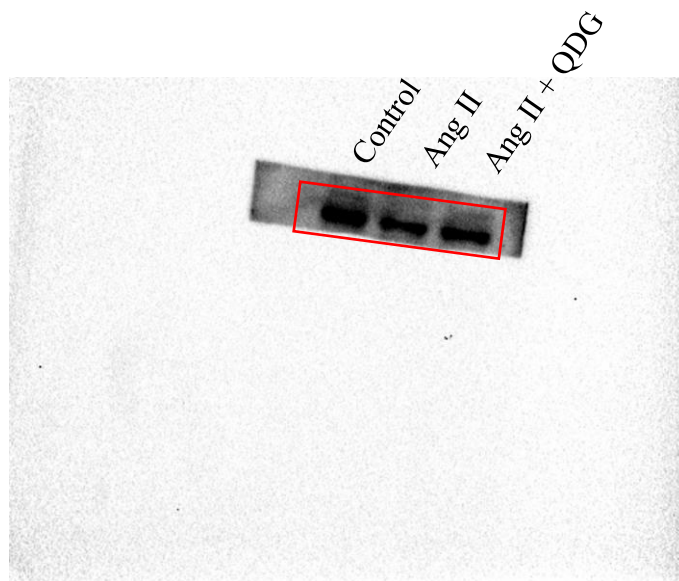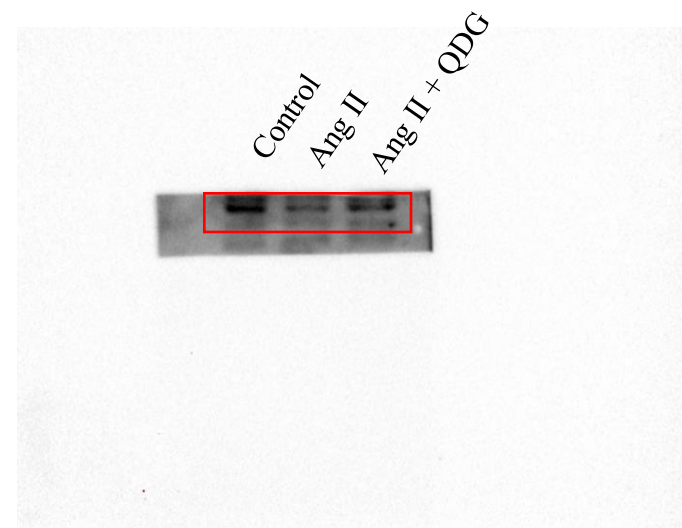

# Cleaved caspase-9

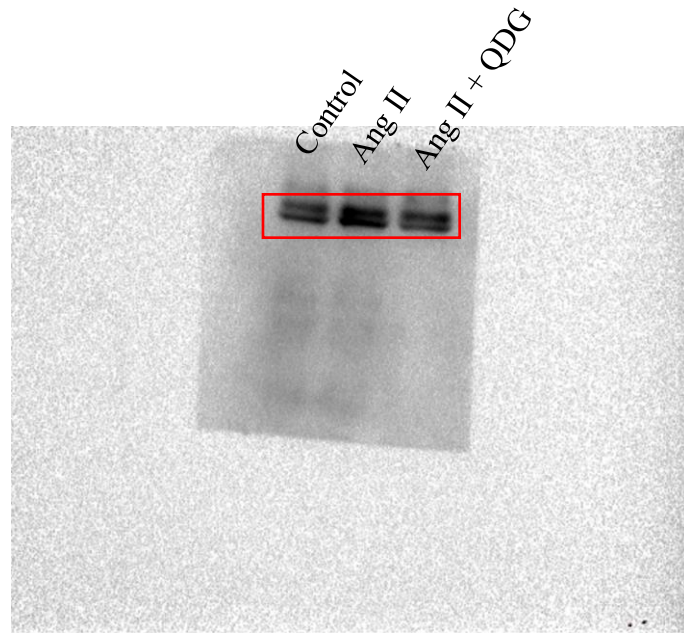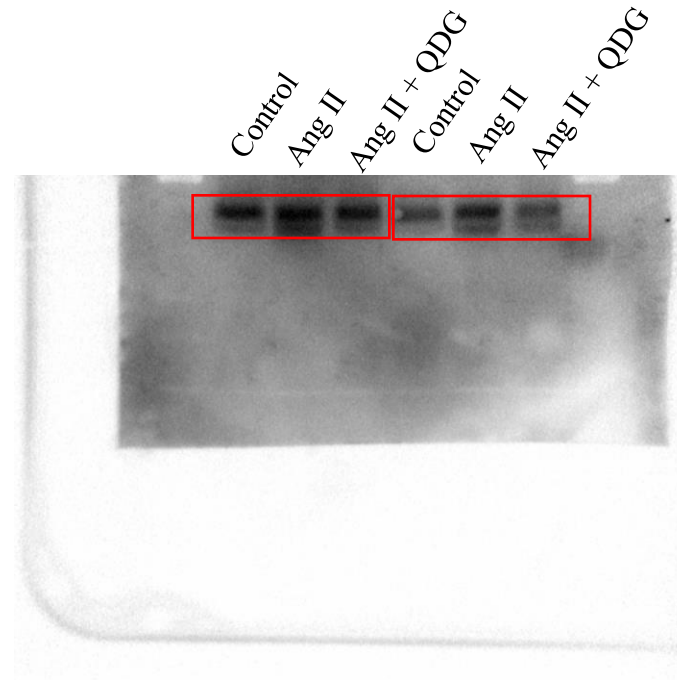

# Cleaved caspase-3

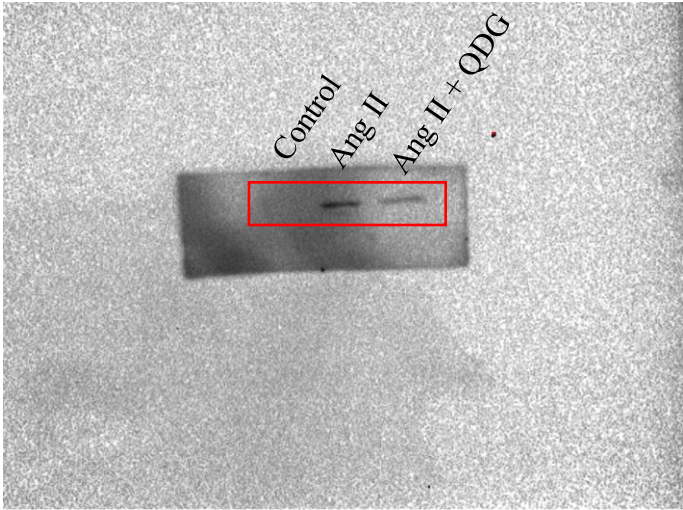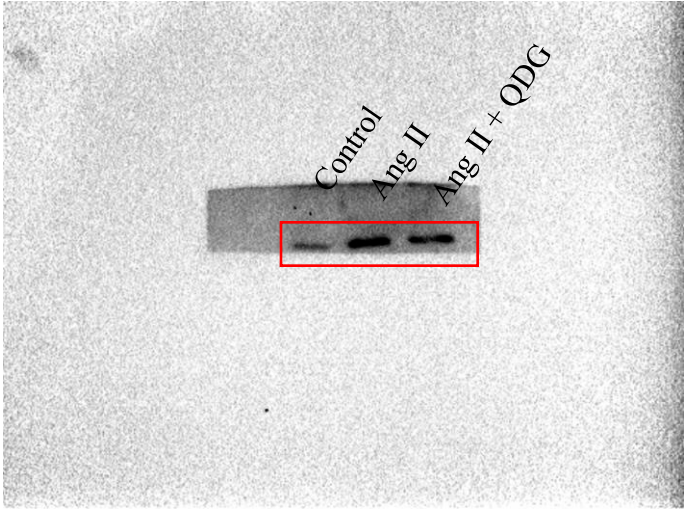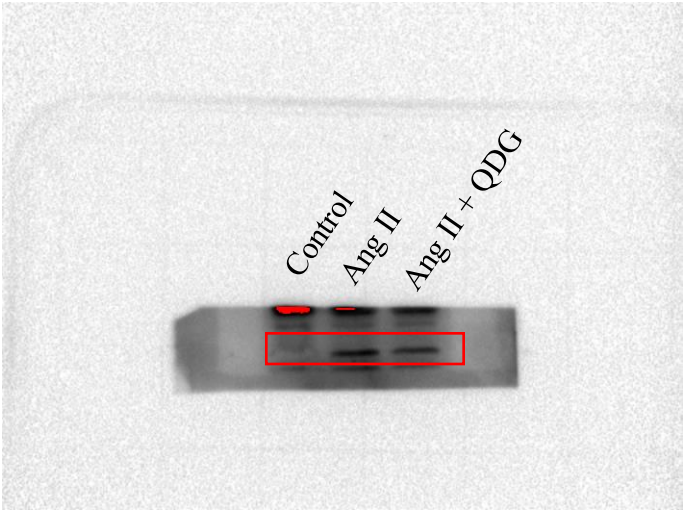

p53

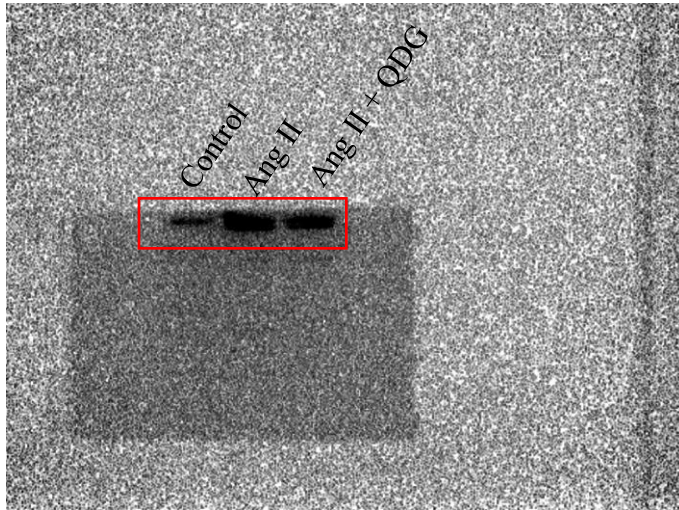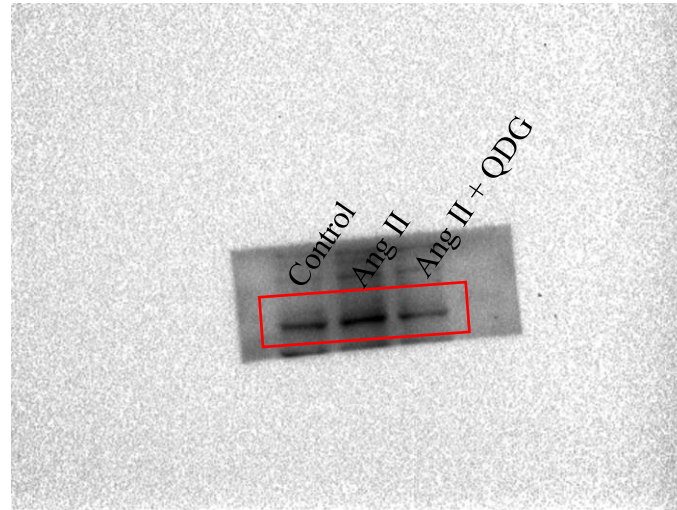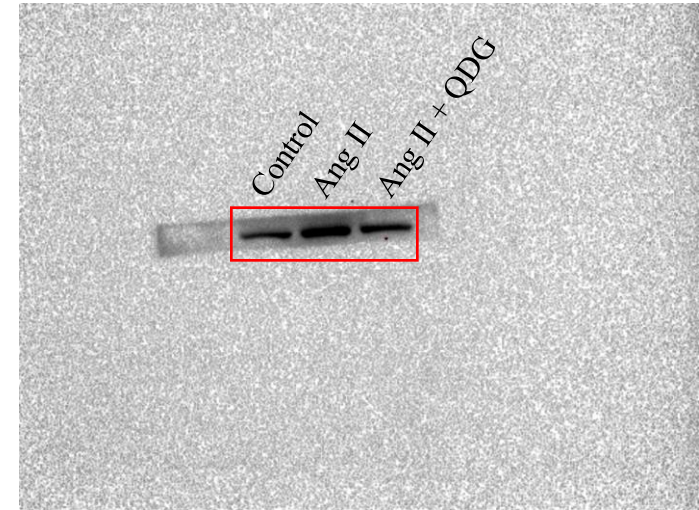

# GAPDH

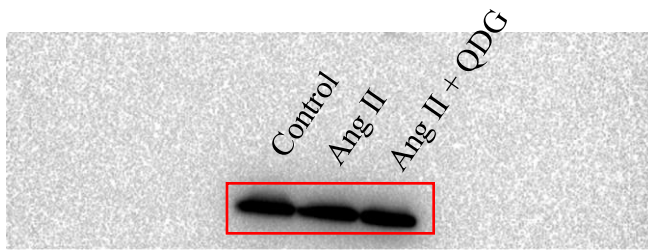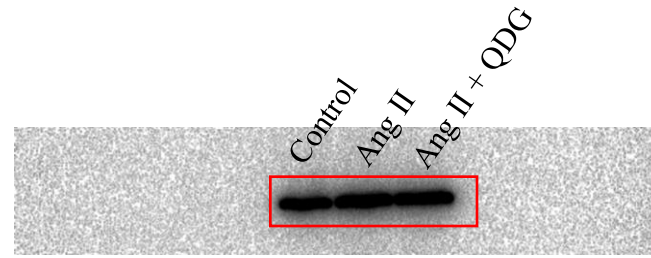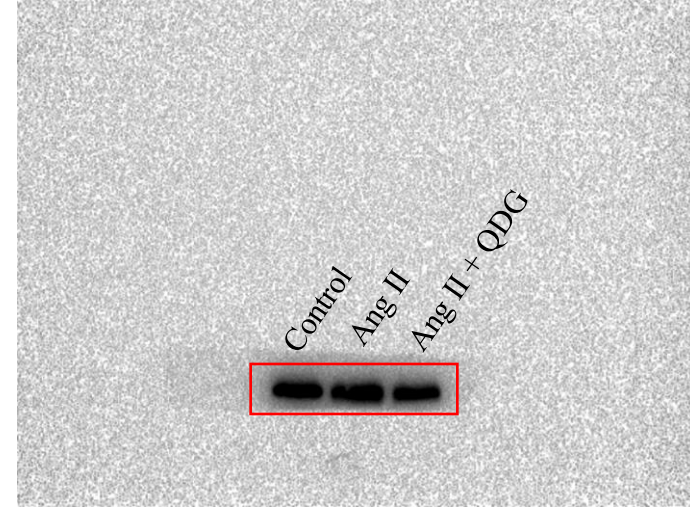

Figure1-D

## Control

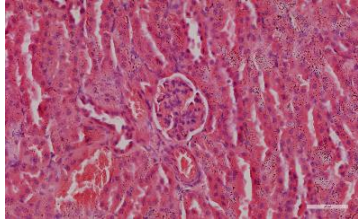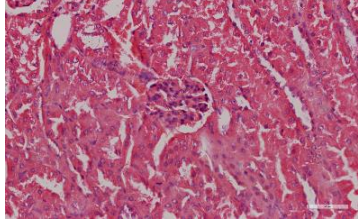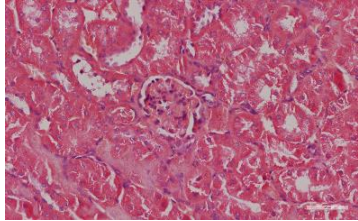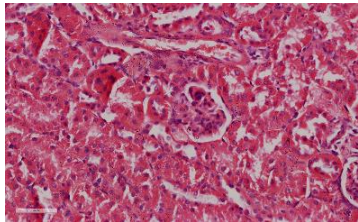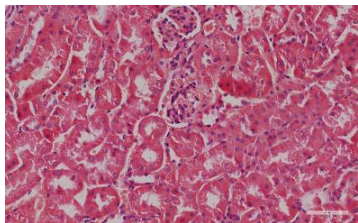

## Ang II

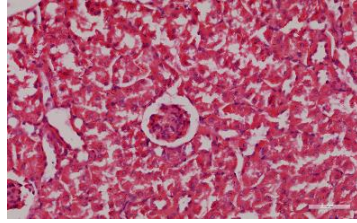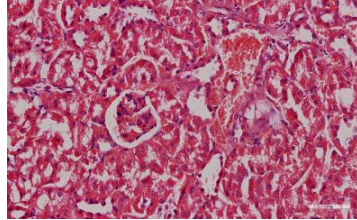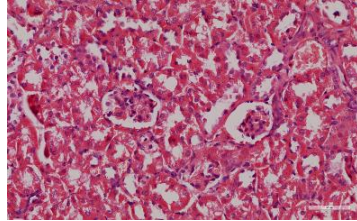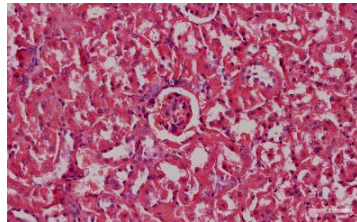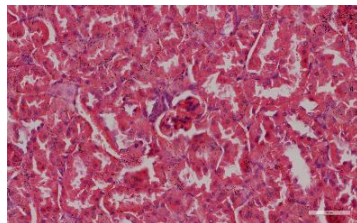

## Ang II + QDG

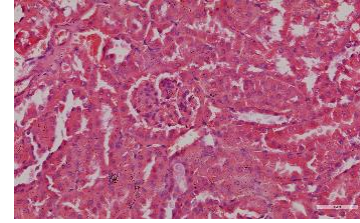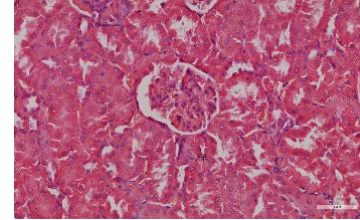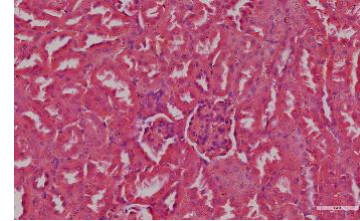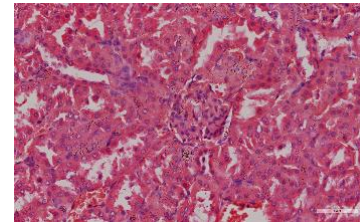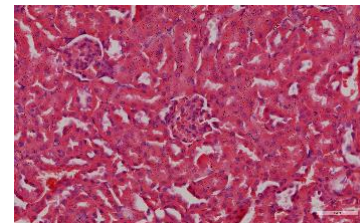

Figure5-A

**Control**

**Ang II**

**Ang II +QDG**

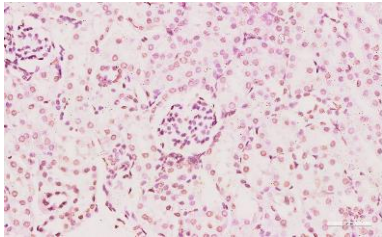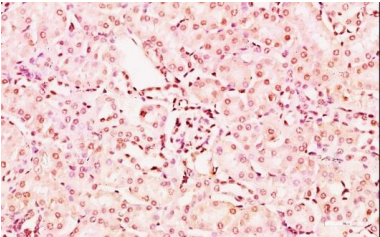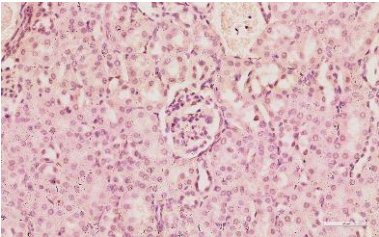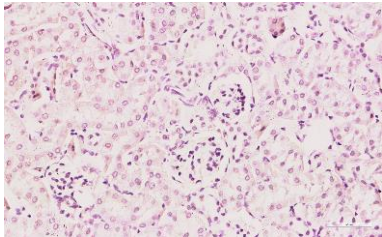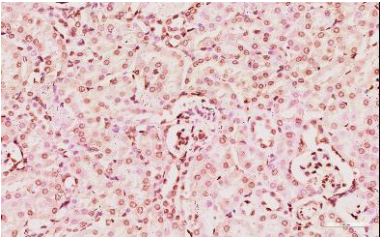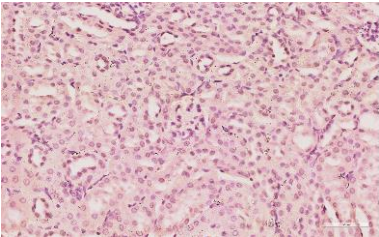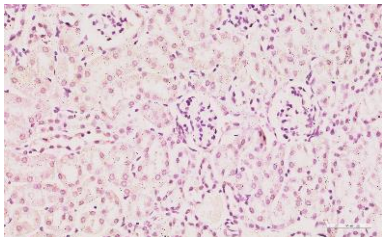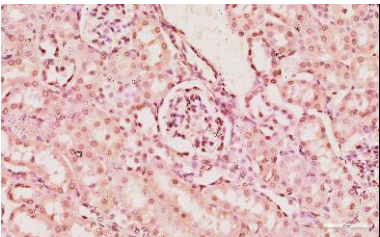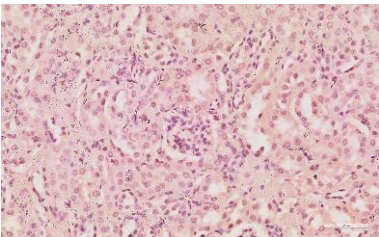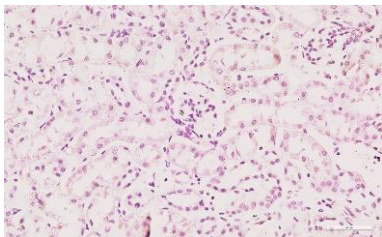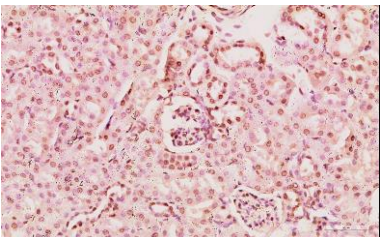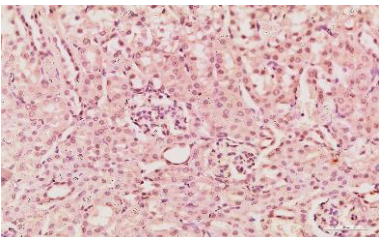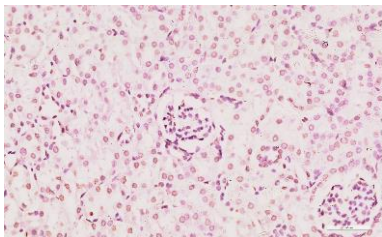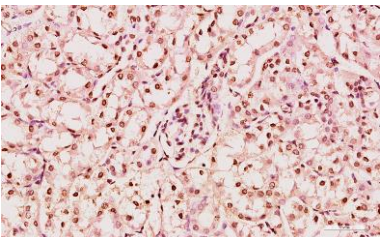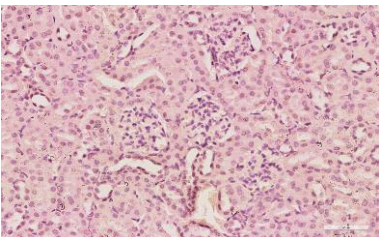

|                    |   |   |    |    |
|--------------------|---|---|----|----|
| Ang II (1 $\mu$ M) | - | + | +  | +  |
| QDG( $\mu$ g/ml)   | - | - | 25 | 50 |

Figure5-E

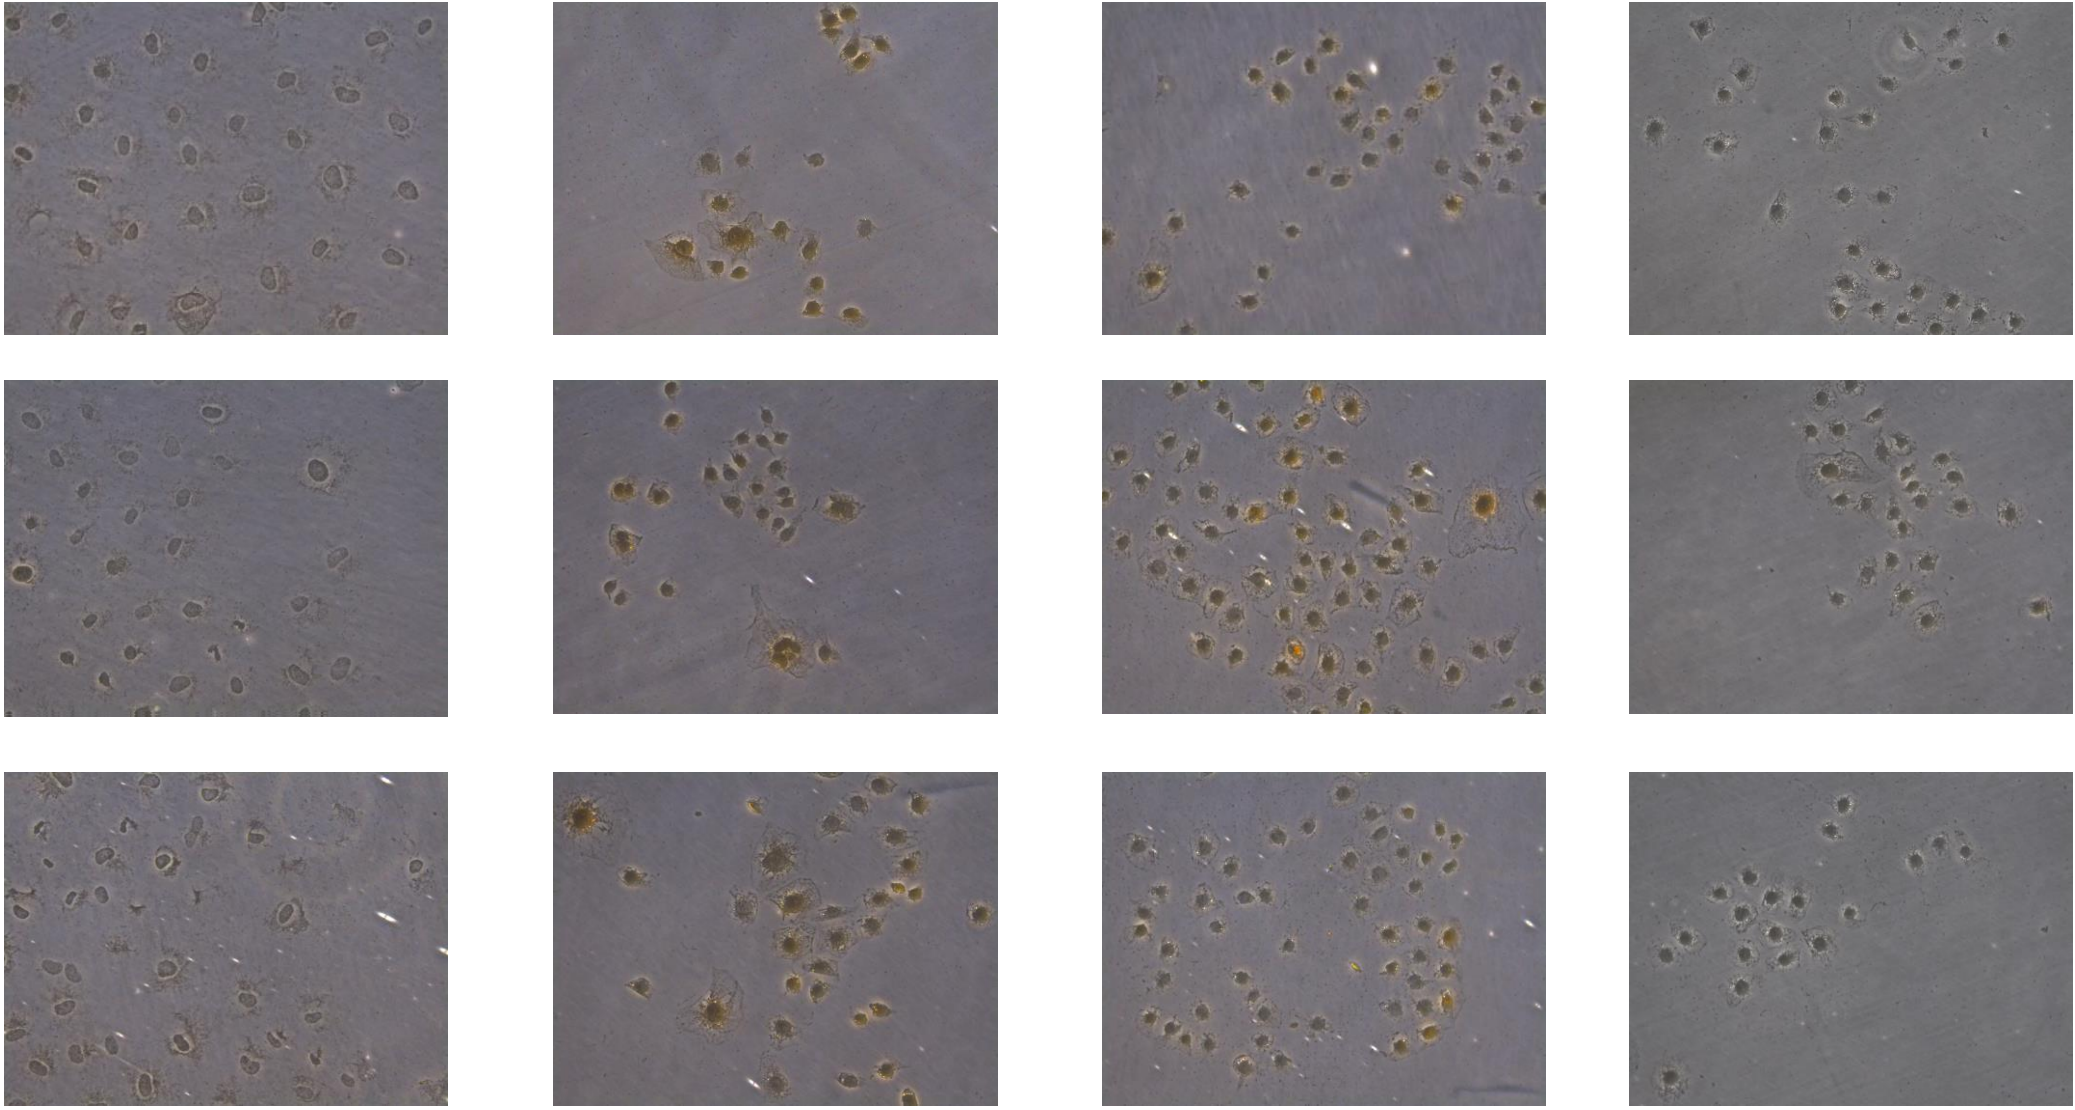

**Supplement:** Supplementary file 3

# Supplementary material for: Qingda Granule Attenuates Angiotensin II-Induced Renal Apoptosis and Activation of the p53 Pathway
**Source:** Front Pharmacol. 2022 Feb 10;12:770863. doi: 10.3389/fphar.2021.770863
**Supplement:** Supplementary file 6

**Control:**

**Ang II:**

**Ang II+QDG(25ug/ml)**

**Ang II+QDG(50ug/ml)**

How the deposited data were processed for this re-analysis (not part of the article)

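RNA from the kidneys of 15 mice, 5 each in the Control, Ang II and Ang II + QDG groups, was sequenced by the authors. The paper describes rRNA depletion, a poly(A) step and paired-end reads on an Illumina HiSeq instrument. The sample labels name only the rRNA depletion, so the use of a poly(A) step is not settled. The authors deposited FPKM values, 1 per transcript and mouse, and the values of each mouse were scaled by the authors to the transcript's length and to a total of the sample. The unit is inferred from the values: the FPKM of an annotated transcript multiplied by its length was a whole multiple of 1 constant per mouse for 98.7% to 98.8% of the values under 200 reads and for 97.8% to 98.0% of those under 2000 reads. Implied totals ran from 68922800 to 81329500 reads or fragments per mouse. The FPKM give no sampling error of their own, and the spread between the 5 mice of a group was used as the error throughout. Raw reads were not used here. The aligner, the assembler and the annotation are not named in the paper's text, which refers to an earlier article for them.

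Symbols, coordinates, lengths and GC content came from GENCODE release 21 for mouse on GRCm38, which holds 31244 of the 31301 Ensembl identifiers in the files. The 12432 assembled transcripts carry no name or position in the files. Of 43733 distinct transcripts, 1423 were only in the Control files and 2256 only in the files of the other groups. These were left out of the main tests because a missing value cannot be told from a low one.

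The model was fitted in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. It used lmFit with a mean per group and eBayes with a trend on log2(FPKM + 1), for the 28812 transcripts with at least 1 FPKM in at least 5 mice. The comparisons were Ang II vs. Control, Ang II + QDG vs. Ang II, and Ang II + QDG vs. Control. All tests were two-sided. Adjusted p values are Benjamini-Hochberg values over the transcripts of 1 comparison. DETs follow the study's legend, with a fold change of at least 2 and an unadjusted p under 0.05. The legend names no adjustment. Mice were grouped by the groups in their labels, which match the groups of the same mouse numbers in the supplementary blood pressure and TUNEL tables, and no mouse was left out of the main results.

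The paper's GO and KEGG databases were not used here. In their place, 5 gene lists were written by hand before the data were examined: p53 signaling, apoptosis, cytosolic ribosomal proteins, oxidative phosphorylation, and translation elongation factors. A gene counted as called when any of its tested transcripts was a DET. Genes with more tested transcripts thus had more chances to be called, which Fisher's exact test does not allow for. Each list was tested with Fisher's exact test against the 12155 genes with a tested transcript, adjusted over 10 tests, and with limma's camera test at an inter-gene correlation of 0.01 as an alternative. MAPK and PI3K-Akt signaling were not analysed here.

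The transcripts named in the text follow a rule set before the data were examined. Of these, 1 gene that the rule names is not reported here, and its transcripts stay in the tests and the gene lists. They are every gene that the paper names for these mice, Ren1 as a check of the labels, for each comparison of the study the 3 upregulated and 3 downregulated DETs with the smallest p among those whose groups do not overlap, the 3 reversed transcripts of each direction with the smallest p, and list members with an adjusted p under 0.05 in both comparisons. For a gene that the paper names, the most abundant tested transcript was used, a choice made after the files were seen. Of the assembled transcripts that met the rule, MERGE.20217.2 has its values only among the counts and ranges, and MERGE.10456.3 is given in the text as an assembled transcript. Gene sums, mitochondrial shares and marker sets were examined in addition.

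Set before the data were examined were the alternatives of a pseudocount of 0.1 or 0.01, no filter, at least 1 FPKM in every mouse, quantile normalization, median scaling, a model of the 10 mice of a comparison, limma's fit with no moderation, each mouse left out in turn, different Ang II mice in the comparisons of the study, calls with no fold change minimum, and camera. Alternatives chosen after the data were seen were voom in limma on reads recovered from the FPKM of annotated transcripts, sums per gene, values without mitochondrial RNA, no filter together with a pseudocount of 0.1 or 0.01, and the fold change of the group mean FPKM. Other splits of the mice were drawn with a fixed seed, 100 of the 126 possible for each comparison. The model was tested on simulated data of 28812 features: 95% of changes of 2 on the log2 scale were past the study's threshold and 72% had an adjusted p under 0.05, and for changes of 1 these shares were 51% and 42%, while 412 of 28612 unchanged features were past the study's threshold and 10 had an adjusted p under 0.05. Figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.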

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

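Tests on transcripts missing from single mice, on proximal tubule markers, on other splits of the mice for counts, and on reads divided among the transcripts of 1 gene were chosen only after the result was seen. The other tests in this part were set before the result they measure.

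The share of FPKM held by mitochondrial transcripts, which the paper does not report, differed by −3.80 percentage points in Ang II vs. Control, with 5 of 5 Ang II mice below every Control mouse (exact permutation test, p = 0.00794, adjusted p = 0.0119). Reads shared with the 10 listed nuclear copies of mitochondrial DNA did not account for it, since the summed share still differed (exact permutation p = 0.00794). Transcripts missing from single mice did not either, with a difference of −3.63 percentage points over the 10 transcripts present in every mouse. The share did not follow the implied sample total within groups (r = −0.274 over 15 mice with group means taken out, permutation p = 0.379). Proximal tubule markers differed by 0.019 on the log2 scale between Ang II and Control, so less proximal tubule in the tissue piece was not seen. GC content remains open: nuclear genes with the GC content of the mitochondrial mRNAs were lower than all nuclear genes by −0.075 on the log2 scale, against a median of −0.37 for the mitochondrial mRNAs. By this measure GC content may account for a smaller part of the difference, which cannot be told apart from the rest. With quantile normalization the median log2 fold change of the mitochondrial mRNAs was −1.8e-15. That method leaves abundant transcripts that keep their ranks unchanged, so it cannot decide whether the fall depends on the scaling. A lower mitochondrial RNA content after Ang II remains a hypothesis. The poly(A) step, which the paper describes and the sample labels do not name, was not tested, and the share may depend on it. Assembled transcripts have no position in the files, so mitochondrial reads assigned to them were not counted.

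Within groups, the mitochondrial share was set against 2 measurements of the same mice in the paper's supplement, among 5 relations computed. With group means taken out over 15 mice, r was 0.440 with mean arterial pressure (permutation p = 0.277, adjusted p = 0.462; rho 0.279, permutation p = 0.410, adjusted p = 0.471) and 0.655 with the TUNEL-stained area (permutation p = 0.0271, adjusted p = 0.136; rho 0.643, permutation p = 0.0394, adjusted p = 0.197). Without the 2 mice farthest from the median share, r was 0.291 and 0.572. Neither relation passed the correction, and both had the sign opposite to that of the group differences.

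At an adjusted p under 0.05, 7 transcripts differed in Ang II + QDG vs. Control, a comparison that the paper does not report, and 2884 did at an unadjusted p under 0.05. Of 100 splits of these 10 mice, 2 gave as many transcripts at an adjusted p under 0.05 and 3 gave as many as the 582 past the study's threshold, the real split included. The highest count at an adjusted p in another split was 30. A remaining difference from Control may thus exist, but another grouping of the mice gave more.

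In 12 of 83 groups of 5 mice, 1 mouse lay far from the others by Dixon's test, where chance gives about 4.15. Over all tested transcripts 11.6% of such groups had 1 mouse as far, 11.1% on the log2 scale and 8.78% for gene sums, so heavy-tailed values in general are a candidate explanation. The 12 values follow. Nox4 ENSMUST00000032781 had 6.48 FPKM in 1 Ang II + QDG mouse. Angpt1 had 1.65 FPKM and Ptbp1 7.54 FPKM in the same Control mouse, Trp53 had 2.21 FPKM in 1 Ang II mouse, and Ren1 had 50.4 FPKM in 1 Ang II + QDG mouse. MERGE.12362.4 had 0.832 FPKM in 1 Control mouse, and MERGE.22969.4 had 3.14 FPKM in 1 Ang II mouse. Another assembled transcript had 27.6 FPKM in that Control mouse and 0.460 FPKM in 1 Ang II mouse. Another Nox4 transcript, ENSMUST00000068829, had 30.6 FPKM in the Ang II mouse with the low Trp53 value. The implied totals of 1 Ang II mouse, at 70697600, and of 1 Ang II + QDG mouse, at 76143500, were apart from those of their groups.

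For genes with several listed transcripts, reads divided among them are a candidate explanation. The Nox4 transcripts of that Ang II mouse summed to 102.8 FPKM, within the Control range of 92.5 to 115 FPKM but above the 64.6 to 92.9 FPKM of the other Ang II mice. With transcripts summed per gene, 0 of the 4 such groups of Nox4, Trp53 and Ptbp1 had 1 mouse past the limit of Dixon's test. The sums of Nox4 in 1 Ang II + QDG mouse, at 30.1 FPKM against 104 to 169 FPKM in the others, and of Trp53 in 1 Ang II mouse, at 7.21 FPKM against 9.75 to 11.0 FPKM, were still the lowest of their groups, so divided reads do not account for all of these values. No biological explanation was tested for single mice.

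Of 991 shared transcripts above 100 FPKM in at least 1 mouse, 128 were under 1 FPKM in another mouse of the same group, and 66 of these were assembled. The mitochondrial ones were mt-Nd4, at up to 3834 FPKM in 1 mouse and under 1 FPKM in 14, mt-Atp8, under 1 FPKM in 12, and mt-Nd5, under 1 FPKM in 1. Reads divided among overlapping transcripts may contribute: replicates correlated less for transcripts of genes with several listed transcripts than for those of genes with 1, by 0.111 in mean r. The values of such transcripts limit any conclusion about a single transcript, and the step that made them was not tested.

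In the files, 3 assembled transcripts were listed at 0 in all 5 Control mice and above 0 in all 10 other mice. The opposite pattern could not occur among shared transcripts. Each transcript in the files of the other groups has a mean of at least 0.500 FPKM in Ang II or Ang II + QDG. They include MERGE.22969.4. The Control values come from a separate list of transcripts, so the authors' separate processing of the groups cannot be told apart from a real difference here.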

How the results depend on the processing

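The alternatives were set before the data were examined, except voom, sums per gene, values without mitochondrial RNA, no filter together with a pseudocount, and the fold change of the group mean FPKM, which were chosen after seeing the data. The alternatives planned for counts (DESeq2, its size factors, and filters on counts) were not run. The deposited values are FPKM, and reads could be recovered only for annotated transcripts, on which voom was run. For MERGE.22969.4, the fold change of the group mean FPKM could not be given in Ang II vs. Control, since it is listed at 0 in Control. For every value below that changed, the cause was not tested. Adjusted p values of gene lists are from Fisher's exact test unless camera is named. A list is said to cross when its odds ratio moved to the other side of 1. Except with sums per gene, small p values of Fisher's exact test may partly reflect lists whose genes have many tested transcripts.

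Among the counts, 242 of 348 stayed within 1.5 times the main count, and 106 did not. With a pseudocount of 0.1, upregulated and downregulated DETs numbered 1422 and 446 in Ang II vs. Control, 467 and 691 in Ang II + QDG vs. Ang II and 810 and 401 in Ang II + QDG vs. Control, and 145 and 194 were reversed (down then up, and up then down). The oxidative phosphorylation list reached an adjusted p of 0.0397 in Ang II vs. Control, and p53 signaling and oxidative phosphorylation crossed in Ang II + QDG vs. Ang II (both 1). With a pseudocount of 0.01, the counts were 1457 and 440, 461 and 683, and 843 and 381, and 155 were reversed down then up. Oxidative phosphorylation reached 0.0231 in Ang II vs. Control and ribosomal proteins 0.0231 in Ang II + QDG vs. Ang II, where p53 signaling and oxidative phosphorylation crossed (both 1).

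With at least 1 FPKM in every mouse, the counts were 112 and 60, 49 and 74, and 57 and 42, with 18 and 16 reversed, while 551, 191 and 21 transcripts had an adjusted p under 0.05 in the 3 comparisons and 91 were reversed at that level. Apoptosis (1), oxidative phosphorylation (1) and elongation factors (1) crossed and ribosomal proteins (0.344) no longer passed in Ang II vs. Control, and apoptosis (1) and ribosomal proteins (1) crossed in Ang II + QDG vs. Ang II. With quantile normalization, oxidative phosphorylation and elongation factors crossed in Ang II vs. Control (both 1). With median scaling, 11 transcripts had an adjusted p under 0.05 in Ang II + QDG vs. Ang II and 6 were reversed at that level, apoptosis and oxidative phosphorylation crossed in Ang II vs. Control, and oxidative phosphorylation in Ang II + QDG vs. Ang II (all 1). Median scaling moved the median log2 fold change of all transcripts in Ang II vs. Control from 0.094 to −0.019, and the upregulated share of DETs from 66.9% to 50.3%. At an adjusted p under 0.05, 153 transcripts were higher and 46 lower in Ang II vs. Control, against 86 and 77 with quantile normalization and 81 and 162 with median scaling.

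With only the 10 mice of a comparison, 37 were reversed down then up and 7 at an adjusted p under 0.05, 16 had an adjusted p under 0.05 in Ang II + QDG vs. Control, and apoptosis (1) and oxidative phosphorylation (0.964) crossed in Ang II vs. Control. With limma's fit with no moderation, 502 and 144 transcripts had an adjusted p under 0.05 in the comparisons of the study, and 61 were reversed at that level. With calls at an unadjusted p and no fold change minimum, Ang II vs. Control gave 1.57e-13 for oxidative phosphorylation and 0.0256 for elongation factors. Ang II + QDG vs. Ang II gave 2.18e-06 for ribosomal proteins, 4.12e-09 for oxidative phosphorylation and 0.00407 for elongation factors, and p53 signaling (0.526) and apoptosis (0.463) crossed. With camera, ribosomal proteins in Ang II vs. Control no longer passed (0.191), and oxidative phosphorylation passed in both comparisons (0.00778 and 0.0257). With different Ang II mice in the comparisons, r was −0.114 in place of −0.543.

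With voom on recovered reads, 1046 transcripts were upregulated in Ang II vs. Control and 543 in Ang II + QDG vs. Control, 351, 67 and 2 had an adjusted p under 0.05 in the 3 comparisons, and 33 were reversed at that level. Ribosomal proteins no longer passed in Ang II vs. Control (0.156), and oxidative phosphorylation crossed in Ang II + QDG vs. Ang II (1). With sums per gene, over 12359 genes, the counts were 81 and 48, 43 and 57, and 56 and 33, with 15 and 16 reversed. At an adjusted p under 0.05 there were 735, 224 and 16 genes, and 110 reversed. Apoptosis, oxidative phosphorylation and elongation factors crossed and ribosomal proteins no longer passed in Ang II vs. Control (all 1), and apoptosis, ribosomal proteins, oxidative phosphorylation and elongation factors crossed in Ang II + QDG vs. Ang II (all 1). Without mitochondrial RNA, 8 were reversed at an adjusted p under 0.05, and oxidative phosphorylation crossed in Ang II + QDG vs. Ang II (1).

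With no filter and a pseudocount of 0.1, the counts were 2803 and 557, 601 and 1332, and 1257 and 533, with 189 and 514 reversed, 17 at an adjusted p under 0.05 in Ang II + QDG vs. Ang II and 8 reversed at that level. Oxidative phosphorylation reached 0.0254 and elongation factors 0.0089 in Ang II vs. Control. Elongation factors reached 0.00286 in Ang II + QDG vs. Ang II, and apoptosis (0.524) and oxidative phosphorylation (0.844) crossed. With no filter and a pseudocount of 0.01, the counts were 2976 and 567, 623 and 1335, and 1418 and 539, with 217 and 444 reversed, 9 at an adjusted p under 0.05 in Ang II + QDG vs. Ang II and 6 reversed at that level. Oxidative phosphorylation and elongation factors both reached 0.00272 in Ang II vs. Control. For Ang II + QDG vs. Ang II, ribosomal proteins reached 0.0302 and elongation factors 6.08e-05, and apoptosis and oxidative phosphorylation crossed (both 0.860). With the fold change of the group mean FPKM, the counts were 1519 and 452, 462 and 717, and 850 and 391, with 117 and 263 reversed. Oxidative phosphorylation reached 0.0154 in Ang II vs. Control, and p53 signaling (1) and oxidative phosphorylation (0.820) crossed in Ang II + QDG vs. Ang II.

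Across the 15 fits that each left out 1 mouse, the counts at the study's threshold stayed within 1.5 times the main count. Transcripts at an adjusted p under 0.05 ran from 32 to 387 in Ang II vs. Control, from 10 to 46 in Ang II + QDG vs. Ang II and from 1 to 23 in Ang II + QDG vs. Control, and reversed ones from 4 to 21. The adjusted p in Ang II vs. Control ran from 0.302 to 1 for apoptosis, 0.00274 to 0.377 for ribosomal proteins, 0.372 to 1 for oxidative phosphorylation and 0.0508 to 1 for elongation factors. In Ang II + QDG vs. Ang II it ran from 0.731 to 1 for p53 signaling, 0.0277 to 0.790 for ribosomal proteins and 0.333 to 1 for oxidative phosphorylation.

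Of the named transcripts' log2 fold changes under the alternatives that kept every mouse, 540 were the same, 37 no longer had an adjusted p under 0.05, 6 newly had one, and 3 changed sign: Bax in Ang II + QDG vs. Ang II with quantile normalization (0.0015) and without mitochondrial RNA (0.0091), and Bcl2 in Ang II vs. Control with voom (0.0074). With 1 mouse left out, 636 were the same, 64 lost and 4 gained an adjusted p under 0.05, and 16 changed sign. Of the losses, Cycs had 12 in each comparison of the study, and Tuba1c had 12 in Ang II vs. Control and 6 in Ang II + QDG vs. Ang II. In Ang II + QDG vs. Ang II the log2 fold change ran from −0.16 to 0.73 for Nox4, −0.12 to 0.035 for Bax, −0.29 to 0.12 for Casp9 and −0.31 to 0.026 for Ren1. In Ang II vs. Control it ran from −0.047 to 0.019 for Bcl2 and −0.13 to 0.050 for Casp9.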

Differences from the paper's values

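The paper's text gives its counts for each comparison as totals, and they were taken as totals here. Figure 2C shows the same numbers as parts of its diagram. If they are parts, the paper's totals are larger and the gaps given below would change. The paper reports 1427 upregulated transcripts in Ang II vs. Control, and 555 were found here. A gap is called closed when neither value was more than 1.5 times the other. Among the alternatives set before the data were examined, pseudocounts of 0.1 (1422) and 0.01 (1457) closed the gap and the others did not. The fold change of the group mean FPKM (1519) and voom (1046) also did, but both were chosen after seeing the values.

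For transcripts downregulated in Ang II vs. Control, the paper's count is 1173 and the count here was 275. None of the alternatives set before the data were examined or chosen later closed the gap. Each of them left out the 1423 transcripts listed only for Control, which could thus never be called. The alternatives cannot show how much of the gap these transcripts make up.

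The paper gives 868 upregulated transcripts in Ang II + QDG vs. Ang II, against 260 here. None of the alternatives set before the data were examined closed the gap. No filter with a pseudocount of 0.1 (601) or 0.01 (623) did, and both were chosen after seeing the values. It gives 868 downregulated transcripts as well, against 384 here. Pseudocounts of 0.1 (691) and 0.01 (683) closed this gap, the other alternatives set before the data were examined did not, and the fold change of the group mean FPKM (717), chosen after seeing the values, did.

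The paper's number of transcripts downregulated in Ang II and reversed by QDG is 261, and 57 were found here. The paper's number upregulated and reversed is 401, and 123 were found here. None of the alternatives set before the data were examined closed either gap, and none could count a transcript missing from a list as reversed. No filter with a pseudocount of 0.1 (189 and 514) or 0.01 (217 and 444) brought both within that limit. These were chosen after seeing the values, and with them 2803 and 2976 transcripts were upregulated in Ang II vs. Control, more than in the paper.

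The paper names NOX4 and ANGPT1 among the reversed DETs and cites reports of NOX4 upregulation and ANGPT1 downregulation in renal injury. The Nox4 transcript ENSMUST00000032781 had a log2 fold change of −0.51 in Ang II vs. Control, the sum of the Nox4 transcripts changed by −0.36, and no alternative called a Nox4 transcript upregulated in that comparison. The transcript ENSMUST00000144267 of Nox4 was upregulated in Ang II + QDG vs. Ang II with no filter (1.44), and with no filter and a pseudocount of 0.1 (3.24) or 0.01 (5.23), which were chosen after seeing the values. Angpt1 had a log2 fold change of 0.94 in Ang II vs. Control and −0.84 in Ang II + QDG vs. Ang II, and each alternative that called it a DET gave these directions.

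The paper states that apoptosis and p53 signaling were enriched in both comparisons. With the gene lists used here, the adjusted p was 0.884 and 1 for apoptosis and 0.884 and 0.884 for p53 signaling, and no alternative put either under 0.05. It states that oxidative phosphorylation was enriched in Ang II + QDG vs. Ang II, where the adjusted p was 0.722. Calls with no fold change minimum (4.12e-09) and camera (0.0257), both set before the data were examined, put it under 0.05. For translation elongation factors in the same comparison the adjusted p was 0.322. Calls with no fold change minimum (0.00407), and no filter with a pseudocount of 0.1 (0.00286) or 0.01 (6.08e-05), which were chosen after seeing the values, put it under 0.05. For translation in that comparison, the ribosomal list had an adjusted p of 0.722. A pseudocount of 0.01 (0.0231), calls with no fold change minimum (2.18e-06) and 1 fit with a mouse left out (0.0277) put it under 0.05, as did no filter with a pseudocount of 0.01 (0.0302), chosen after seeing the values. The adjusted p of 0.722 for translation elongation factors in Ang II vs. Control fell under 0.05 with calls with no fold change minimum (0.0256), and with no filter and a pseudocount of 0.1 (0.0089) or 0.01 (0.00272), chosen after seeing the values. For mitochondria in that comparison, the adjusted p of oxidative phosphorylation was 0.722. It was under 0.05 with a pseudocount of 0.1 (0.0397) or 0.01 (0.0231), calls with no fold change minimum (1.57e-13) and camera (0.00778), and, chosen after seeing the values, with no filter and a pseudocount of 0.1 (0.0254) or 0.01 (0.00272) and the fold change of the group mean FPKM (0.0154). The databases differ from those of the paper.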

Other observations

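Tests on other splits of the mice for counts and for the correlation, on Ang II mice or a group shared by the comparisons, on the authors' scaling, and on Ucp1 and Slc12a1 were chosen only after the result was seen. Different Ang II mice in the comparisons and median scaling had been set earlier as alternatives, and their use as tests of an explanation was chosen after.

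Other splits of the same 10 mice were compared with the real one, 100 of them drawn from the 126 possible. For Ang II vs. Control, 1 split of 100, the real one, gave as many as 830 DETs, where the others gave 362 to 644, and 1 gave as many as 199 transcripts with an adjusted p under 0.05, where the others gave at most 6. For Ang II + QDG vs. Ang II, 1 split gave as many as 644 DETs, where the others gave 387 to 575, and 1 gave as many as 28 at an adjusted p under 0.05, where the others gave at most 5. The other splits had a median of 440 and 455 DETs at the study's threshold, so sizeable counts of DETs also arise in other groupings. Whether the same transcripts are called was not tested.

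For the gene lists in Ang II vs. Control, the number of splits of 100 with an exact p as small as the real one, itself included, was 61 for p53 signaling, 69 for apoptosis, 11 for cytosolic ribosomal proteins, 66 for oxidative phosphorylation and 57 for translation elongation factors. The same numbers for Ang II + QDG vs. Ang II were 69, 100, 91, 37 and 10. The enrichment of ribosomal proteins in Ang II vs. Control passed Fisher's exact test (odds ratio 4.24, adjusted p = 8.34e-04), yet 11 of 100 splits gave one as small, the real one included.

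Across 100 assignments of the 15 mice to 3 groups, 1, the real one, gave as many as 180 reversed transcripts, and the others gave 72 to 143, with a median of 99. At an adjusted p under 0.05 in both comparisons, 15 were reversed, against at most 3 in the others. For transcripts reversed up then down, 1 gave as many as 123, and for those reversed down then up, 30 gave as many as 57. The correlation of the comparisons was as negative in 4 of 100 assignments, and the others had a median r of −0.497.

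The comparisons of the study share the 5 Ang II mice, which alone makes changes opposite: r was −0.50 in simulated data of 28812 features with no change. With different Ang II mice in the comparisons r fell to −0.114, so the shared mice are a candidate explanation for most of the correlation. Of the transcripts past the threshold in some Ang II mice, 63.0% moved the opposite way in the other Ang II mice on average (56.4% to 66.8%), against 57.6% of all tested transcripts. For transcripts selected at an adjusted p under 0.05 it was 77.9%. With no change simulated in 28812 features, r with different Ang II mice was −0.0058, nearer 0 than the −0.114 here. With Control as the group shared by 2 comparisons, 153 transcripts changed in opposite directions, and with Ang II + QDG as the shared group 127 did, which real effects left after QDG can also give. These values leave room for reversal beyond the shared mice, which remains a hypothesis for single transcripts.

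More transcripts were upregulated than downregulated in Ang II vs. Control, 66.9% of the DETs. The share was 60.8% without mitochondrial RNA and its nuclear copies, and 50.3% with median scaling. Median scaling centres the changes by itself, so this value cannot tell the authors' scaling to the sample total from a real excess of upregulation. Mitochondrial RNA taking part of that total could account for a part. Leaving out the 1423 transcripts listed only for Control could also do so, since falls among them were not counted.

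Across genes, the log2 fold changes in Ang II vs. Control had r = 0.181 with GC content and −0.018 with transcript length, and those in Ang II + QDG vs. Ang II −0.090 and 0.043. Genes are not independent replicates. Across 5 equal bins of GC content the median log2 fold change in Ang II vs. Control ran from 0.013 to 0.17, so GC content may shift genes by small amounts that are far below the study's minimum fold change.

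Tnfrsf12a, higher in Ang II, was set against the same measurements of each mouse. With group means taken out over 15 mice, r was 0.344 with mean arterial pressure (permutation p = 0.221, adjusted p = 0.462; rho 0.286, permutation p = 0.352, adjusted p = 0.471) and 0.133 with the TUNEL-stained area (permutation p = 0.643, adjusted p = 0.643; rho 0.214, permutation p = 0.471, adjusted p = 0.471). Without the 2 mice farthest from the median, r was −0.053 and 0.417, so no relation with blood pressure within groups was shown.

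Replicates of a group correlated with a mean r of 0.827 for transcripts and 0.949 for gene sums. In sets of 5306 transcripts matched on their level, the mean r was 0.111 higher for genes with 1 listed transcript than for genes with several, and reads divided among the transcripts of 1 gene may contribute to the scatter. With sums per gene, 735 genes had an adjusted p under 0.05 in Ang II vs. Control and 224 in Ang II + QDG vs. Ang II.

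Ucp1 varied between mice and followed the other adipose markers (rho 0.690, permutation p = 0.00616, adjusted p = 0.0185; r = 0.888, permutation p = 0.00011, adjusted p = 0.00033; 15 mice, 3 relations). Without the 2 mice farthest from the median, rho was 0.532, and adipose tissue on the kidney is a candidate source. Slc12a1 had a rho of −0.271 with the proximal tubule markers (permutation p = 0.327, adjusted p = 0.327; r = −0.457, permutation p = 0.0851, adjusted p = 0.0851). With Slc12a3 its r was −0.678 (permutation p = 0.00667, adjusted p = 0.01) and its rho −0.471 (permutation p = 0.0773, adjusted p = 0.116), but r was −0.048 without the 2 mice farthest from the median. These relations do not settle whether different parts of the kidney were sampled. No biological explanation was tested for either.

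Of 14 marker sets written before the data were examined, 13 had a listed gene, and none passed the correction over 26 tests. The smallest exact p that 5 mice against 5 allow is 0.00794, so no test could pass this correction by itself. Several tests with a small p were needed together, so not passing does not show that a set was unchanged. Red blood cell markers were higher in Ang II vs. Control by 0.77 on the log2 scale (exact permutation p = 0.0159, adjusted p = 0.138), podocyte markers by 0.39 (exact p = 0.00794, adjusted p = 0.138), and immune cell markers differed by −0.34 (exact p = 0.0159, adjusted p = 0.138). Immediate-early genes were higher by 0.34 (exact p = 0.0238, adjusted p = 0.155) and distal tubule and collecting duct markers by 0.36 (exact p = 0.0397, adjusted p = 0.172). Loop of Henle markers were higher by 0.42 in Ang II + QDG vs. Ang II (exact p = 0.0476, adjusted p = 0.177) and immune cell markers by 0.32 (exact p = 0.0397, adjusted p = 0.172).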
